# Analysis of Whitefly Transcriptional Responses to *Beauveria bassiana* Infection Reveals New Insights into Insect-Fungus Interactions

**DOI:** 10.1371/journal.pone.0068185

**Published:** 2013-07-05

**Authors:** Jun Xia, Chang-Rong Zhang, Shan Zhang, Fang-Fang Li, Ming-Guang Feng, Xiao-Wei Wang, Shu-Sheng Liu

## Abstract

**Background:**

The fungal pathogen, *Beauveria bassiana*, is an efficient biocontrol agent against a variety of agricultural pests. A thorough understanding of the basic principles of insect-fungus interactions may enable the genetic modification of *Beauveria bassiana* to enhance its virulence. However, the molecular mechanism of insect response to *Beauveria bassiana* infection is poorly understood, let alone the identification of fungal virulent factors involved in pathogenesis.

**Methodology/Principal Findings:**

Here, next generation sequencing technology was applied to examine the expression of whitefly (*Bemisia tabaci*) genes in response to the infection of *Beauveria bassiana*. Results showed that, compared to control, 654 and 1,681genes were differentially expressed at 48 hours and 72 hours post-infected whiteflies, respectively. Functional and enrichment analyses indicated that the DNA damage stimulus response and drug metabolism were important anti-fungi strategies of the whitefly. Mitogen-activated protein kinase (MAPK) pathway was also likely involved in the whitefly defense responses. Furthermore, the notable suppression of general metabolism and ion transport genes observed in 72 hours post-infected *B. tabaci* might be manipulated by fungal secreted effectors. By mapping the sequencing tags to *B. bassiana* genome, we also identified a number of differentially expressed fungal genes between the early and late infection stages. These genes are generally associated with fungal cell wall synthesis and energy metabolism. The expression of fungal cell wall protein genes might play an important role in fungal pathogenesis and the dramatically up-regulated enzymes of carbon metabolism indicate the increasing usage of energy during the fungal infection.

**Conclusions/Significance:**

To our knowledge, this is the first report on the molecular mechanism of fungus-whitefly interactions. Our results provide a road map for future investigations on insect-pathogen interactions and genetically modifying the fungus to enhance its efficiency in whitefly control.

## Introduction

The whitefly *Bemisia tabaci* (Gennadius) (Hemiptera: Aleyrodidae) is a species complex that contains some of the most destructive pests of fiber, vegetable, and ornamental crops [1], [2], [3], [4] and causes severe economic losses every year by direct feeding, excreting honeydew and transmitting plant viruses [5], [6], [7], [8]. The whitefly is known to colonize over 600 plant species with high population growth rate and remarkable adaptability to environmental stresses [2], [9], making it rather difficult to manage *B. tabaci* and the virus it transmits. At present, more than 50 conventional insecticides have been employed to control the growth of *B. tabaci* populations and viral transmission [10]. Meanwhile, novel insecticides have also been developing for application [11], [12], [13]. However, utilizing chemical agents to control *B. tabaci* is facing ever-increasing difficulties due to the rapidly rising resistance to pesticides [14] and the overuse of insecticides further accelerates the resistance and causes severe harms to the environment.

The negative impacts of chemical pesticides encourage the development of alternative pest control strategies [10]. Among them, microbial control (especially with entomopathogenic fungi) is a great supplement to the conventional chemical control due to its effectiveness and environmentally friendly characteristics [15], [16], [17]. Currently, commercial products such as Mycotal® (*Verticillium lecanii*), Botanigard® (*Beauveria bassiana*) and PreFeRal® (*Paecilomyces fumosoroseus*) are available on the market for whitefly control [18]. In particular, *B. bassiana* has been proved to be an efficient and environmentally friendly biocontrol agent against a variety of pests [19], [20], [21], [22]. *Beauveria bassiana* infects insects by direct cuticle penetration rather than by ingestion or through a wound like viruses or bacteria [16]. The infection process consists of three stages: 1) attach to the cuticle, 2) penetrate the cuticle, and 3) proliferate in the haemocoel and kill the host. The whole process is rather complex and multiple host factors and fungal toxins could be involved in the process [23].

Although insect resistance to *B. bassiana* has not yet been reported, some disadvantages impede the wide use of fungal biological agents. For example, they are not as fast acting as chemical pesticides and their efficacy varies with field conditions. Successful application of *B. bassiana* needs favorable environmental conditions such as high humanity and medium temperature (not exceeding 32°C) [16]. These disadvantages limit the wide usage of *B. bassiana* [16]. In order to overcome these difficulties, it is critical to determine crucial virulent factors of *B. bassiana*, as well as to elucidate how insects respond to fungal infections [24], [25]. A thorough understanding of the basic principles of whitefly-fungus interactions may enable the genetic modification of the fungus to enhance its virulence to the whitefly as achieved in previous studies [26], [27]. However, the mechanism of *B. tabaci* response to the fungal infection is poorly understood, let alone the identification of virulent factors involved in fungal penetration into the whitefly cuticle.

The recently available whitefly transcriptome sequences [9], [28] in combination with the RNA-Seq technology, which is a revolutionary tool for measuring the levels of gene expression [29], [30], have provided us unprecedented opportunities to investigate the transcriptional response of *B. tabaci* to the fungal infection. Here, using the RNA-Seq technique, we identified differentially expressed genes in *B. tabaci* adults infected or not infected by *B. bassiana* and analyzed how the whitefly orchestrates its defense responses to the fungal infestation. We found that the mitogen-activated protein kinase (MAPK), DNA damage repair and drug metabolism related genes could be involved in the defense responses. We also noticed that the basal metabolism and several ion transporters were significantly down-regulated in the 72 hour post-infected whiteflies. Furthermore, by analyzing the differentially expressed *B. bassiana* genes, we identified several potential fungal virulence factors, which might be critical for *B. bassiana* to infect and modulate whiteflies. Altogether, our work provides the first report to reveal the molecular mechanisms of *B. tabaci* responses to the fungal infection and new insights into the fungus-whitefly interaction during the infection process.

## Materials and Methods

### Plants and Whitefly Cultures

The Mediterranean (MED) species of the whitefly *B. tabaci* species complex was used in all the experiments [2]. Whitefly cultures were maintained on cotton plants (*Gossypium hirsutum* L. cv. Zhemian 1793) in climate chambers at 27±1°C, 14 h of light and 10 h of darkness and 70±10% relative humidity. The insect cultures were monitored every 3–5 generations using RAPD-PCR (random amplified polymorphic DNA-polymerase chain reaction) with H16 primer to guarantee the population purity. The details for maintaining the whitefly stock cultures were described previously [7].

### Fungal Strain and Survival Curve Assay

The fungal strain *B. bassiana* ARSEF2860 from the RW Holley Center for Agriculture and Health (Ithaca, NY, USA) was preserved at 4°C on slants of Sabouraud dextrose agar. Conidia harvested from cultures grown for 7 days at 27°C and 95% relative humidity were suspended in 0.05% Tween 80 (10^10^ conidia/ml). Approximately 100 whitefly adults on a cotton leaf were placed in a Petri dish and incubated on ice for 30 s to make whiteflies stay still. Then the whitefly adults were exposed to a spray of 2 ml of the conidial suspension (10^10^ conidia/ml) in an Automatic Potter Spray Tower (Burkhard Scientific Ltd., UK) as described previously [31]. The sprayed whiteflies were reared *in situ* at the regime of 27°C and 95% RH and the number of living insects was recorded daily. Cadavers were moved to another moistened dish for incubation to verify whether they died of *B. bassiana* infection or not. For the control group, the same volume of 0.05% Tween 80 was sprayed onto the insects, followed by rearing under the same conditions. Each assay was repeated four times.

### Preparation of Whitefly Samples for Sequencing

Newly emerged adult whiteflies were collected into Petri dishes as described above. At first, control and 72 hours treatment groups were sprayed with 2 ml of 0.05% Tween 80 and conidial suspension, respectively. After 24 hours, the 48 hours treatment group was sprayed with 2 ml of conidial suspension. At 72 hours post-infection time point, approximately 1,000 living whiteflies were collected from the control, 48 hours and 72 hours treatments respectively. With this experimental design, all whiteflies were collected at the same developmental stage (72 hours post-emergence), which eliminates the effect of development on gene expression [32], [33]. These samples were immediately frozen in liquid nitrogen and then homogenated using the FastPrep system (MP Biomedicals). Total RNA was purified with SV total RNA isolation kit (Promega) according to the user’s guide. RNA purity and integrity were confirmed with Nanodrop 2000 (Thermo Scientific) and 2100 Bioanalyzer (Agilent) as previously described [34]. Three biological replicates for all of these samples were prepared separately, one sample was used for the sequencing library construction, and the other two was used for quantitative real-time PCR (qRT-PCR).

### Digital Gene Expression (DGE) Library Construction and Sequencing

For each sample, mRNA was purified from 6 µg total RNA with magnetic oligo (dT) and double strand cDNA were synthesized. The bead bound cDNA was subsequently digested with *Nla*III, which recognizes the CATG sites. Magnetic beads were used to purify the 3′ end cDNA fragments and Illumina adapter 1 was added to their 5′ ends. The purified cDNA fragments were then digested with *Mme*I, which cuts 17 bp downstream of the CATG site, to produce tags with adapter 1. Subsequently, Illumina adaptor 2 was added to the 3′ ends of the tags, acquiring 21 bp tags with adapter 1 and adaptor 2 at each end. After 15 cycles of PCR amplification, 6% TBE polyacrylamide gel electrophoresis was used to purify the tags. After digestion, single strand molecules were added to the Illumina sequencing flowcell and fixed. Each molecule was amplified *in situ* and the three samples were sequenced in parallel using Illumina HiSeq 2000 platform at Beijing Genomics Institute (Shenzhen, China). Each sample generated about 12 millions of 35 bp length reads.

### Tag Annotation and Data Normalization

Clean tags were generated after removing adaptor sequences, low quality sequences, empty reads and tags with a copy number of <2. A reference database containing all possible CATG+17 nucleotide tag sequences were created for the transcriptome of the MED species of the whitefly *B. tabaci* [9], [28]. Sequenced tags were mapped to the MED whitefly transcriptome reference database with no more than one nucleotide mismatch. Tags mapped to multiple reference sequences were filtered out, and the remaining tags were designated as unambiguous tags. The number of unambiguous tags for each gene was calculated for gene expression analysis and the number of transcripts per million tags (TPM) was used to normalize the data. As the extracted RNA and sequencing library may contain *B. bassiana* genes, we also mapped unambiguous tags to the *B. bassiana* genome [35] to examine the expression of *B. bassiana* genes. For gene expression analysis, the numbers of unambiguous tags for each *B. bassiana* gene were calculated and then normalized to TPM.

### Data Deposition

DGE library data sets obtained in this work are available at the NCBI Gene Expression Omnibus (GEO) under the accession number GSE38108.

### Analysis of Differential Expressed Genes

The levels of gene expression were compared between the control library and the 48 hours and 72 hours post-infection libraries, respectively. The differently expressed genes (DEGs) were determined using the standards of *p*<0.01, false discovery rate (FDR) <0.10 and the absolute value of log_2_ ratio ≥1 [36], [37]. The differently expressed *B. bassiana* genes were identified by comparing the 48 h and 72 h post-infection libraries. As no *B. bassiana* gene was present in the control library, it was excluded from comparison. Gene Ontology (GO) classification system was used to determine the possible functions of DEGs and the number of DEGs in each GO term was calculated. The MED transcriptome database was used as background to search for GO terms enriched with DEGs by hypergeometric test and p-value<0.05 was considered to be enriched. Similarly, all differentially expressed genes were mapped to the terms in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and the hypergeometric test was used to identify pathways significantly enriched with DEGs (p-value<0.05). To increase the reliability of our analyses, pathways or GO terms with less than 6 DEGs were filtered out. The *B. bassiana* secreted proteins were identified with SignalP3.0 (www.cbs.dtu.dk/services/SignalP/) by predicting the existence of signal peptides. Transmembrane domains were predicted using TMHMM Server 2.0 (www.cbs.dtu.dk/services/TMHMM/). Proteins predicted to contain a transmembrane domain in addition to the signal peptide were filtered out because these proteins likely to remain in the membrane upon secretion [38].

### qRT-PCR Analysis

To validate the results of DGE analyses, qRT-PCR experiments were performed on the ABI PRISM 7500 Fast Real-Time PCR System (Applied Biosystems) with SYBR-Green detection. To ensure the validity of the data, the sample in qRT-PCR analysis was from a biologically replicate independent from the DGE sequencing sample. For each gene, three replicates were analyzed and the average threshold cycle (Ct) was calculated. The relative expression levels were calculated with the 2^–ΔΔCt^ method [39]. Twelve whitefly genes and eleven fungal genes were selected to validate our DGE data. Similar procedure was used in the analysis of genes predicted encoding secretion proteins. To show the trend of expression level changes, the data at different time points were compared with that of 0 hpi. All designed primers were synthesized at Boshang BioCompany (Table S1). *Bemisia tabaci* β-actin was measured in parallel to normalize the expression levels of whitefly genes and *B. bassiana* 18S rRNA was used to normalize the expression levels of fungal genes.

## Results

### Whitefly Survival Curve

To verify the infectivity of fungal conidia and choose the most critical time points for comparison, the survival rate of the whitefly was monitored for 144 h after *B.* *bassiana* infection. As shown in Fig. 1, most of the whiteflies were alive after 48 h post infection (hpi), followed by a significant decrease at the time point of 72 hpi, suggesting 48–72 hpi is critical for the interaction between *B. bassiana* and *B. tabaci*. Since 72 hpi has been shown as an excellent time point for analyzing insect anti-fungal defense system in previous reports [32], [33], the time point of 72 hpi was chosen to investigate whitefly transcriptional responses. In addition, to reveal the earlier responses of *B. tabaci* to fungal infection, the time point of 48 hpi was also considered.

**Figure 1:**
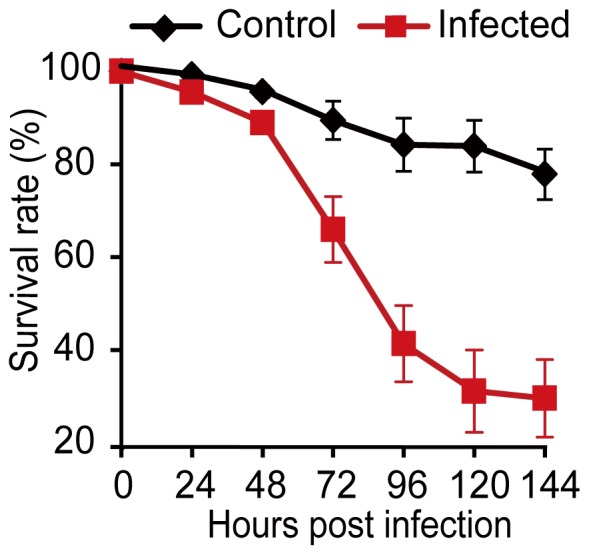
The survival curve of *B.* *bassiana* infected whitefly adults. Error bars: SE of the mean.

### DGE Library Construction, Sequencing and Mapping

The sequencing of three samples (∼1,000 whitefly adults per sample) from the control and the treatments of 48 and 72 hpi generated ∼12 million raw tags per sample. 

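Digital gene expression (DGE) profiling counts short cDNA tags. The bead-bound cDNA was digested with NlaIII at CATG sites and then with MmeI, which leaves 1 tag of 21 bases from the most 3′ site of each transcript. 1 library was made for each condition from about 1000 living adults: control whiteflies sprayed with Tween 80 without conidia, and whiteflies collected 48 h or 72 h after a spray of B. bassiana conidia. The authors removed adaptor sequences, low quality sequences, empty reads and tags with fewer than 2 copies, and deposited the remaining distinct tags with their copy numbers and their TPM (copies scaled to a fixed library total). The deposited copy numbers summed to 11869880 tags in the control, 12233651 at 48 hpi and 11571740 at 72 hpi. All 304699 distinct tags found in any library had 21 bases and began with CATG, and the lowest copy number in each library was 2. In TPM, 1 copy was worth 0.0842 in the control, 0.0817 at 48 hpi and 0.0864 at 72 hpi. Taken as no copies, a recorded 0 allows up to 3 copies, or 0.253, 0.245 and 0.259 TPM, respectively, and this limit is used for folds against 0. Since a single copy would have been removed, the limit for a tag can be as high as 4.74 copies. The folds against 0 would then be 1.58 times smaller, which takes the lowest given for a whitefly gene of Table S3 from 2.17 to 1.37. Intervals given for these libraries cover counting error only, since the tags carry no molecular identifiers. A fold given as at least a value allows for the counting error of the 0 alone. It takes the count in the other library as exact, so the true fold can be smaller.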

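For each pair of libraries, the copies of every tag were compared with the Audic–Claverie exact test (two-sided), scaled by the library totals, with Benjamini-Hochberg FDR over all tags seen in either library. The limits given in the methods were kept: a p-value limit of 0.01, an FDR limit of 0.10 and an absolute log2 ratio of at least 1. As in Table S3, 0.01 TPM took the place of 0. A test on the tags of 2 libraries compares those libraries, not the conditions, and with 1 library per condition no difference has a replicate check. The whitefly transcriptome to which the authors matched the tags was not used here, so tags carry no gene names. The genes of Tables S3 and S7 were followed through the tags behind their printed TPM, obtained by scaling the TPM back with the library total. All 1125 TPM values above 0.01 of the 48 hpi sheet of Table S3, and all 2896 of the 72 hpi sheet, came within 0.1 tag of a whole number, where chance gives 20% of values. From these counts the same test returned the p-value printed by the paper within 1% for 545 of 654 genes at 48 hpi and for 1489 of 1681 genes at 72 hpi. The other 109 and 192 genes were all higher after infection, and their printed p-values differed from the returned ones by at most 0.000112 and 0.000118, respectively. For very small p-values this can be a large factor, and 6 and 10 genes have a printed p-value of 0. The cause was not found.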

Saturation analysis showed the number of detected genes ceased to increase as the total tag number reached 10 million, which indicated our read number was enough (data not shown). 

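The saturation of distinct tags was computed from the deposited copy numbers by thinning each library to 10 to 90% of its total and keeping tags with at least 2 copies, as the authors did. At 90% of the depth, 200394 distinct tags were expected in the control, 206087 at 48 hpi and 204812 at 72 hpi, which is 94.8%, 94.9% and 94.9% of the number at full depth. At 50% of the depth, the share was 70.0%, 70.2% and 70.2%. Over the last 10% of the depth, the libraries still gained 10952, 11173 and 11111 distinct tags, compared with 30917, 31706 and 31507 between 10 and 20% of the depth. The number of distinct tags therefore kept rising at a slowing rate. The number of detected genes needs the transcriptome and was not computed.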

Table S2 gives the basic parameters of the results from sequencing. 

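The same tags recurred across the libraries. Of the 304699 distinct tags, 142501 (46.8%) were found in all 3 libraries, and these held 98.3% of the copies in the control, 98.2% at 48 hpi and 98.2% at 72 hpi. Tags found in a single library numbered 33731 in the control, 36699 at 48 hpi and 36940 at 72 hpi, and their median copy number was 2 in each. They held 0.696%, 0.735% and 0.806% of the copies. The most abundant of them had 24 copies in the control, 33 at 48 hpi and 509 at 72 hpi. The distinct tags of each library were as follows.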

The counts of distinct tags were 211,346, 217,260 and 215,923 in the libraries of control, 48 hpi and 72 hpi respectively (Table S2).

Since the copy number of a tag reflects the mRNA expression level, the distribution of tag expression was used to evaluate the normality of the DGE data [40] (Fig. S1). Among all three DGE libraries, similar tag distribution patterns over various abundance categories were observed, suggesting no bias for the constructed libraries. 

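By number of tags, the categories were alike: tags with 2 to 5 copies made up 52.6% of the distinct tags in the control, 52.2% at 48 hpi and 52.2% at 72 hpi, and tags with 51 to 100 copies made up 4.40%, 4.49% and 4.46%. The libraries differed more in the copies held by their most abundant tags. The 10 most abundant tags held 30.5% of all copies in the control, 28.5% at 48 hpi and 21.2% at 72 hpi, and the 1000 most abundant held 57.7%, 56.5% and 53.1%. Most of this difference lay in 1 tag, CATGATCTGAGTTCAGACCGG, which was singled out after its values were seen. It had 2357793 copies in the control, 2262915 at 48 hpi and 1078074 at 72 hpi, or 19.9%, 18.5% and 9.32% of each library. Its log2 ratio to the control was -0.10 at 48 hpi and -1.09 at 72 hpi. Counting error is negligible at such copy numbers, but the spread of this tag between replicate libraries is unknown. The tag was not matched to a transcript, so whether it comes from an mRNA or from a ribosomal RNA carried through the preparation is not known.

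**Figure D1:**
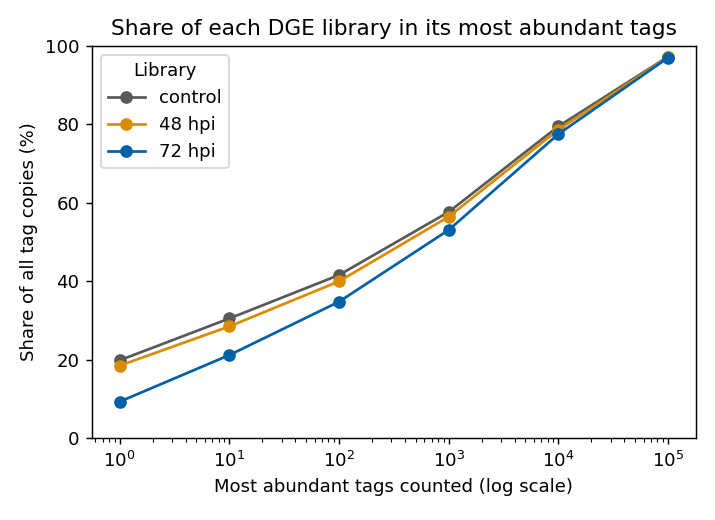
Share of all tag copies (%) held by the most abundant tags of the control, 48 hpi and 72 hpi libraries, with the number of tags counted on a log scale. The 72 hpi library lies lowest, with 9.32% of its copies in 1 tag against 19.9% in the control, and the libraries meet at 100000 tags.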

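Tags with more than 100 copies numbered 11503 of 211346 in the control, or 5.44% (exact 95% binomial interval 5.35 to 5.54%). At 48 hpi they were 12274 of 217260, or 5.65% (5.55 to 5.75%), and at 72 hpi 12358 of 215923, or 5.72% (5.63 to 5.82%). The interval of the control lies below both others, and those of the infected libraries overlap. These intervals treat the tags as independent. The cut at 100 copies was not adjusted for the most abundant tag, which took the largest share in the control. The intervals therefore do not show an effect of infection. These tags held 80.9% of the copies in the control, 80.8% at 48 hpi and 79.8% at 72 hpi. Adding each tag that lies 1 base from a tag at least 100 times as abundant to that tag moved the shares most, to 5.70%, 5.91% and 6.00%.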

Most of the distinct tags appeared only a few times but a small percentage of them (5−6%) showed a frequency of more than 100 times in all three libraries (Fig. S1). This result was consistent with the normal mRNA distribution feature [9], [34], [40], [41], [42]. These distinct clean tags and their frequencies were deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession number [GEO: GSE38108]. To reveal possible molecular events behind DGE profiles, the distinct tags were mapped to the available MED whitefly transcriptome reference database [9]. As a result, nearly 50% of them were mapped to ∼44,000 genes of the whitefly transcriptome, which also means about 25% of the genes in our reference transcriptome could be unambiguously identified by distinct tags (Table S2).

### Differentially Expressed Genes and qRT-PCR Validation

To identify DEGs, which may play vital roles in the defense responses of the whitefly to the fungal infection, two comparisons were performed: 1) control vs. 48 hpi; 2) control vs. 72 hpi. The analysis indicated 654 genes in control vs. 48 hpi, and 1,681 genes in control vs. 72 hpi exhibited significant changes (Fig. 2A and Table S3 in the supplemental material). 

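The deposited files hold tags and not genes, so the comparisons were repeated on tags. Between the control and 48 hpi, 2820 of 267759 tags passed the limits, and between the control and 72 hpi, 7496 of 268000. Of these, 708 and 1782 tags had no copies in 1 of the libraries compared. The test could call a tag from 0 copies in the control only when it had at least 9 copies at 48 hpi or 8 at 72 hpi. The median called tag had 48 copies over both libraries at 48 hpi and 45 at 72 hpi, and 27.4% and 27.9% of the calls rested on fewer than 20 copies. The same tags were called at both times in 1061 cases, of which 1055 changed in the same direction. Both comparisons use the same control library, so chance values of the control are shared. In 20 simulated sets of unchanged libraries with counting error only, a mean of 51.05 tags shared a direction in both comparisons at the largest p-values called in the real libraries. The mean was 217.5 when tags changed at 1 time alone, and 468 in unchanged libraries with a coefficient of variation of 0.2 under the limits of the methods.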

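The largest changes were taken among called tags with at least 10 copies in every library and at least 100 in 1 of those compared. At 48 hpi, CATGCTCGATAACGGATGGCG fell from 133 to 19 copies (log2 ratio -2.85) and CATGTACGGACAAGAAAAGAA from 112 to 17 (-2.76), but the latter was back at 109 copies at 72 hpi. CATGTTCCTCAGTTGACCATA rose from 25 to 177 copies (2.78) and was at 26 copies at 72 hpi, while a tag 1 base away with 81084 copies in the control changed by -0.18. CATGGGATATGCTCGGCAGGG rose from 91 to 551 copies (2.55) and stood at 289 copies at 72 hpi. At 72 hpi, CATGGTCTGTGCTGGAGTGGC fell from 196 to 12 copies, with 166 copies at 48 hpi, a change of -4.13 relative to the median tag (DESeq2 size factors). CATGATCTGAGTTCAGACAGG, which lies 1 base from the most abundant tag, fell from 904 to 78 copies (-3.64). CATGTTCCTCAGTTGCTCAAA rose from 19 to 166 copies (3.02), with 21 copies at 48 hpi, and CATGGAGAGCTACGAACAGAC rose from 14 to 122 copies (3.02), with 51 copies at 48 hpi. These last 2 tags also lie 1 base from tags with 252818 and 159104 copies in the control, whose log2 ratios at 72 hpi were 0.17 and 0.08 by library totals. All these tags stayed called in edgeR's exact test with an assumed biological coefficient of variation of 0.2, and none did at 0.4.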

The higher number of DEGs at 72 hpi was consistent with the bioassay results (Fig. 1) and further confirmed that 72 hpi was critical for *B. bassiana* action on the whitefly. 

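The number of tags that differed from the control was 2.66 times as high at 72 hpi as at 48 hpi. The ratio was 2.63 with TMM factors and 2.59 with DESeq2 size factors in place of library totals. It was 2.71 with all libraries thinned to the smallest total, so the depth of the libraries did not set it. An assumed biological coefficient of variation moved the counts most: in edgeR's exact test with a coefficient of 0.2, 32 tags were called at 48 hpi and 275 at 72 hpi, and with 0.4 the counts were 1 and 11. The 48 hpi and 72 hpi libraries differed from each other by 4381 tags, more than the 48 hpi library differed from the control. From the higher number of differentially expressed genes at 72 hpi and the survival of the whiteflies in the bioassay (Fig. 1), the paper concludes that 72 hpi was critical for the action of B. bassiana on the whitefly.

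**Figure D2:**
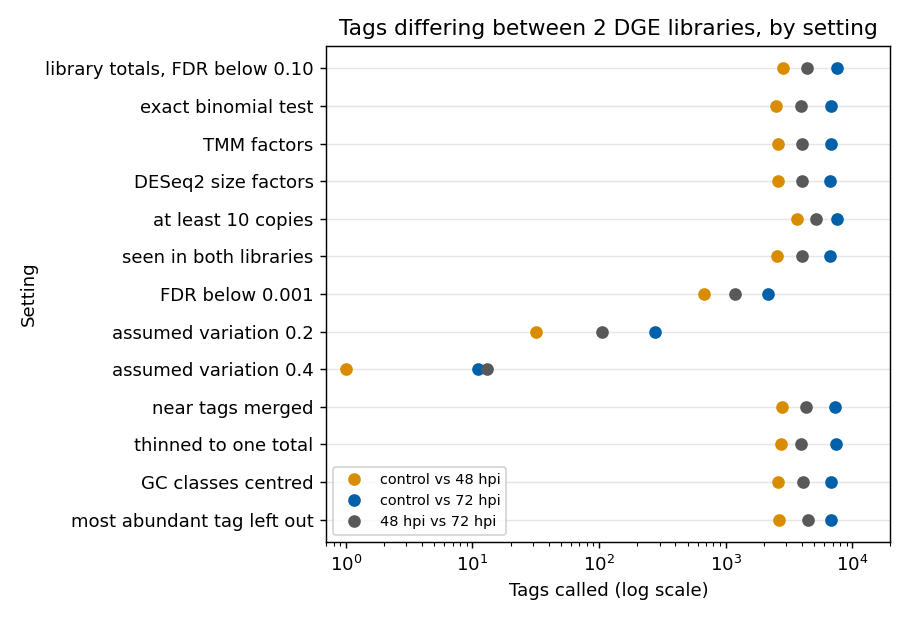
Number of tags called (log scale) in each of 3 comparisons of DGE libraries under 13 settings, with 1 point for each comparison. Control against 72 hpi lies to the right of control against 48 hpi in every setting, at 7496 and 2820 tags with library totals and at 11 tags and 1 tag with an assumed variation of 0.4.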

Compared with the control, the 48 hpi treatment resulted in the up- and down-regulation of 379 and 275 genes, respectively. 

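At the level of tags, 1578 of the 2820 called at 48 hpi were higher than in the control and 1242 lower, so 56.0% were higher. This split depended on the scaling. The median log2 ratio of the 39035 tags with at least 20 copies in both libraries was 0.05, and with TMM factors the share of higher tags was 46.6% and with DESeq2 size factors 46.4%. In Table S3, 97 of the 379 genes that rose (25.6%) had no tags in the control, and 86 of the 275 that fell (31.3%) had none at 48 hpi. The genes without tags in the control had 9 to 22 tags at 48 hpi. After removal of the shift of 0.04 that the DESeq2 size factors give, 261 of the 282 higher genes seen in both libraries kept a log2 ratio of at least 1.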

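Between the control and 72 hpi, 3947 of the 7496 called tags were higher after infection and 3549 lower, a share of 52.7% higher. The median log2 ratio of the 38248 tags with at least 20 copies in both libraries was 0.18. The most abundant tag took a smaller part of the 72 hpi library, which left a larger part to the other tags. With DESeq2 size factors, which remove a shift of 0.14, only 2278 of 6670 called tags were higher (34.2%), and with TMM factors, which remove 0.16, 2123 of 6754 (31.4%). The direction of the split thus reversed with the scaling. Changes of single genes at 72 hpi are therefore given below relative to the median tag, with DESeq2 size factors, while their p-values rest on library totals as in the paper. Of the 705 genes listed in Table S3 as higher at 72 hpi and seen in both libraries, 545 kept a log2 ratio of at least 1 on that scale and 160 did not. Among the listed genes, 260 had no tags in the control and 206 none at 72 hpi. The two-sided exact binomial test on the same counts gave a p-value under the limit of 0.01 for 1579 of the 1681 genes.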

In the control vs. 72 hpi, 965 genes were up-regulated and 716 down-regulated (Fig. 2A). 

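The size of the log2 ratio depended on whether a tag was seen in both libraries. Called tags seen in both lay between -3.80 and 5.72 at 48 hpi and between -4.17 and 4.28 at 72 hpi. With 0.01 TPM in place of 0, called tags reached up to 8.89 at 48 hpi, and from -8.20 to 12.10 at 72 hpi. Beyond an absolute log2 ratio of 5 lay 283 lower and 427 higher tags at 48 hpi, of which all 283 and 425 had no copies in 1 library. At 72 hpi, all 860 lower and all 922 higher tags beyond 5 had none. The genes of Table S3 showed the same pattern. All 183 genes beyond 5 at 48 hpi and all 466 at 72 hpi had no tags in 1 library, and the genes seen in both libraries lay between -3.25 and 3.19 at 48 hpi and between -3.57 and 3.41 at 72 hpi. For a gene at 0, the log2 ratio therefore reflects the value of 0.01 TPM and is not a measured fold.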

The fold change (log_2_ ratio) of the gene expression ranged from –7.72 to 8.43, and the majority of genes were up- or down-regulated within five folds (log_2_ ratio) (Fig. 2B, Table S3). 

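Without replicate libraries, the spread between the libraries gives the only measure of variation beyond counting. Among the 19352 tags with at least 50 copies in both the control and the 48 hpi library, the natural log ratio had a robust SD of 0.240, where counting alone gives 0.127. For the control and 72 hpi it was 0.299 against 0.126 over 18840 tags. If all of the excess were variation between libraries, it would amount to a coefficient of variation of 0.144 per library at 48 hpi and 0.191 at 72 hpi, which includes any effect of the infection. In 20 simulated sets of unchanged libraries with a coefficient of variation of 0.2, a mean of 3167 tags was called against the control at the depth of the 48 hpi library, more than the 2820 observed. At the depth of the 72 hpi library the mean was 3147, fewer than the 7496 observed.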

Due to the relatively high cost of Illumina sequencing, only one sequencing run was performed for each sample. To validate the DGE data, 12 randomly selected genes were quantified for their transcript levels in qRT-PCR using RNA extracted from two biological independent replicates. 

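The qRT-PCR of the 12 whitefly genes was made on other whiteflies than the DGE libraries and was not analysed here beyond the values of Table S1. The DGE tags behind these genes ranged from 4 to 1169 over the control and 72 hpi libraries. BT_Q_ZJU_Singletons137108 had 1048 tags in the control and 121 at 72 hpi (-3.22 relative to the median tag, p = 6.1e-180 in the Audic–Claverie exact test), and BT_Q_ZJU_Singletons30493 had 207 and 24 (-3.22, p = 9.3e-37, same exact test). BT_Q_ZJU_Singletons6077 had 112 and 21 tags (-2.52), and BT_Q_ZJU_Singletons4943 had 141 and 353 (1.22). At the low end, BT_Q_ZJU_Singletons24740 had 0 and 7 tags, at least 2.17-fold higher at 72 hpi, and BT_Q_ZJU_Singletons159676 had 2 and 21, a ratio of 9.77 (exact 95% interval 2.39 to 85.9). All 8 genes with more tags at 72 hpi rose in both qRT-PCR replicates of the paper, and 1 of the 4 genes with fewer tags fell in both. This was BT_Q_ZJU_Singletons162684, with qRT-PCR log2 ratios of -0.02 and -1.35. The qRT-PCR log2 ratios of BT_Q_ZJU_Singletons30493 were 0.84 and 2.33, against its fall in tags. Those of BT_Q_ZJU_Singletons137108 were -0.02 and 0.08, and those of BT_Q_ZJU_Singletons6077 were 0.87 and -0.39. Signs were counted whatever their size, and 1 of the 12 genes had an absolute qRT-PCR log2 ratio of at least 1 in both replicates. In all, the sign matched in both replicates for 9 of the 12 genes, in the first replicate for 10 and in the second for 10. Only signs were compared, not sizes. In the qRT-PCR, 1 of the 12 genes had an absolute log2 ratio of at least 1 in both replicates.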

In both of the two biological replicates, ten genes showed concordant changes between the DGE and qRT-PCR data (Table S1), suggesting that the DGE data are reliable. This is also in accordance with previous reports on the reliability of DGE analysis for the identification of DEGs [9], [34], [40], [41], [42].

**Figure 2:**
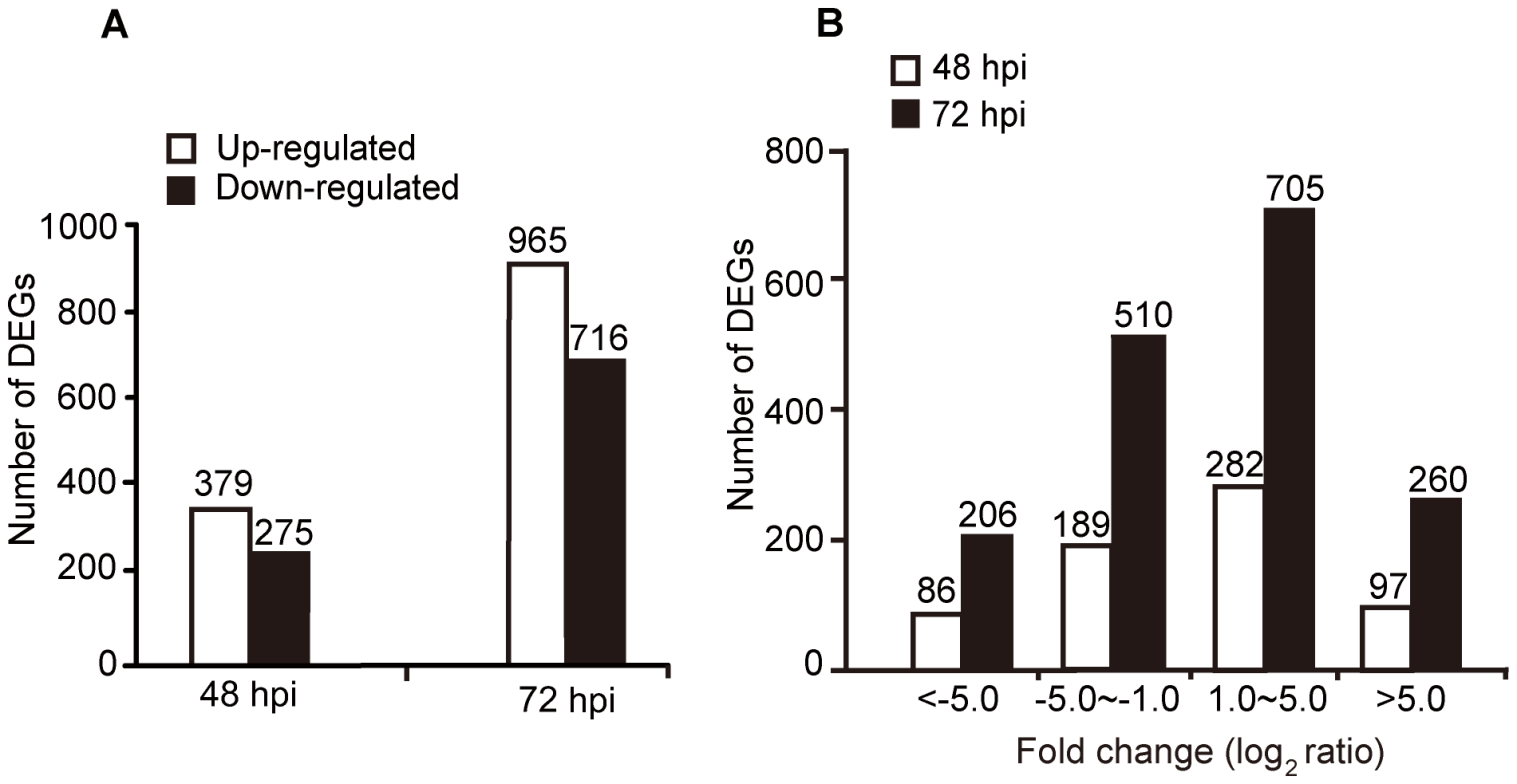
Analysis of differently expressed genes (DGEs). (A) An overview of DEGs between the whitefly libraries of 48 hpi and control, and of 72 hpi and control. The numbers of up- and down-regulated genes are marked above each bar. The white and black bars indicate the up- and down- regulated genes, respectively. (B) The distribution of fold changes (log_2_ ratio) of DEGs.

### Gene Ontology (GO) Annotation and Enrichment Analysis

In order to further reveal the functions of the DEGs, GO annotation was conducted. In control vs. 48 hpi, 54 DEGs were mapped to GO biological process, 71 to molecular function, and 50 to cellular component. As for control vs. 72 hpi, 138 DEGs were identified to GO biological process, 166 genes to molecular function, and 122 genes to cellular component. Enrichment analysis helps to identify potential pathways and processes involved in specific biological functions or pathways [43], [44]. Therefore, the DEGs were clustered and the GO terms enriched with DEGs were identified through hypergeometric test [44]. We will mainly discuss the GO terms in the category of ‘Biological Process’ because it can reflect the biological processes directly. According to the criterion described above, 5 GO terms in the category of biological processes were significantly enriched with DEGs at 48 hpi and 9 GO terms were significantly enriched at 72 hpi (Table 1 and Table S4).

**Table 1:** Statistically enriched Gene Ontology terms in the category of ‘Biological process’.

GO ID	GO Term	Total genes^a^	DEGs^b^	p-value
**48 hpi**				
GO:0050877	neurological system process	164	6	0.01433
GO:0003008	system process	187	6	0.02737
GO:0044267	cellular protein metabolic process	725	17	0.03107
GO:0043412	macromolecule modification	530	13	0.03616
GO:0006464	protein modification process	486	12	0.03956
**72 hpi**				
GO:0006974	response to DNA damage stimulus	127	11	0.00264
GO:0006811	ion transport	102	9	0.00454
GO:0033554	cellular response to stress	176	12	0.01406
GO:0016071	mRNA metabolic process	90	7	0.01870
GO:0006281	DNA repair	75	6	0.02132
GO:0006412	translation	155	10	0.02989
GO:0006950	response to stress	309	17	0.03942
GO:0043170	macromolecule metabolic process	1602	70	0.04840
GO:0010467	gene expression	782	37	0.04936

a The number of genes mapped to each GO term in the whole MED transcriptome.

b The number of differentially expressed genes mapped to each GO term.

At 48 hpi, the GO terms ‘cellular protein metabolic process’ (GO:0044267), ‘macromolecule modification’ (GO:0043412) and ‘protein modification process’ (GO:0006464) were enriched with DEGs (Table 1). These results showed that the infection of *B. bassiana* activated the general macromolecule modification in host, though the exact functions of those processes remain unknown. In addition, the ‘neurological system process’ (GO:0050877) and ‘system process’ (GO:0003008) were also enriched at 48 hpi. In contrast, more GO terms with specific function were enriched at 72 hpi. The ‘response to stress’ and ‘cellular response-to-stress’ GO terms were enriched significantly which might be important in the defense of *B. tabaci* to the *B. bassiana* infection at 72 hpi. The most enriched GO term was ‘response to DNA damage stimulus’, further suggesting that the fungal infection may cause host DNA damage and thus trigger the whitefly defense responses. 

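Of the genes of Table 2, 4 had more tags at 72 hpi and 7 had fewer. The best counted were the RNA polymerase II 23 kDa polypeptide gene (BT_Q_ZJU_Singletons67699), with 145 tags in the control and 51 at 72 hpi, the RNA polymerases I, II and III subunit gene (BT_Q_ZJU_Singletons146860), with 112 and 37, and MERIT40 (BT_Q_ZJU_Singletons33690), with 100 and 31. Relative to the median tag their log2 ratios were -1.61, -1.70 and -1.79, with p = 2.8e-11, 1.0e-09 and 1.8e-09 in the Audic–Claverie exact test. The grp-like kinase gene (BT_Q_ZJU_Singletons166990) rose from 28 to 62 tags, a change of 1.04 that lies near the limit of 1 (p = 0.000196 in the same exact test). The mediator of DNA damage checkpoint gene (BT_Q_ZJU_Cluster2290), pms2 (BT_Q_ZJU_Singletons141436) and XPF (BT_Q_ZJU_Cluster2450) each had 0 tags in the control and 7 at 72 hpi, at least 2.17-fold higher, with p = 0.00705 for each in the exact test. Methyl-CpG binding domain protein 4 (BT_Q_ZJU_Singletons34086) had 7 tags in the control and 0 at 72 hpi, at least 2.51-fold lower. Its p-value was 0.00864 in the Audic–Claverie exact test and 0.0157 in the two-sided exact binomial test, the only gene of the table above the limit in the latter. The exact binomial test gives 0.00714 for the reverse counts, so it does not set this fall below the rises from 0 to 7 tags. RAD50 (BT_Q_ZJU_Singletons35651) fell from 20 to 6 tags, cak1 (BT_Q_ZJU_Singletons35129) from 38 to 16, and myosin heavy chain 95F (BT_Q_ZJU_Singletons33232) from 27 to 9.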

There were 11 DEGs involved in the host response to DNA damage (Table 2). Since the DNA damage caused by pathogen infection may trigger DNA repair response [45], [46] and host DNA repair proteins are directly involved in the regulation of gene expression in response to the pathogen infection [47], [48], the responsive genes found in the infected whiteflies could constitute a defense system against the *B. bassiana* infection. Beside stress response, the ‘Gene expression’, ‘translation’ and ‘mRNA metabolic process’ GO terms were also enriched, indicating the regulation of transcription and translation in anti-fungi response (Table 1).

**Table 2:** Table **2.** Genes involved in DNA damage response at 72 hpi^a^.

Gene ID	Homologous function^b^	Species	Accession no.	FC^c^
BT_Q_ZJU_Singletons33232	myosin heavy chain 95F, putative	*Pediculus humanus corporis*	XP_002429594.1	–1.5
BT_Q_ZJU_Singletons35129	PREDICTED: similar to cak1	*Nasonia vitripennis*	XP_001606664.1	–1.2
BT_Q_ZJU_Singletons34086	methyl-CpG binding domain protein 4	*Gallus gallus*	NP_990024.1	–5.9
BT_Q_ZJU_Cluster2290	Mediator of DNA damage checkpoint protein	*Acromyrmex echinatior*	EGI57450.1	5.9
BT_Q_ZJU_Singletons141436	DNA mismatch repair protein pms2	*Aedes aegypti*	XP_001660584.1	5.9
BT_Q_ZJU_Singletons35651	DNA repair protein RAD50	*Pediculus humanus corporis*	XP_002431806.1	–1.7
BT_Q_ZJU_Singletons146860	PREDICTED: DNA-directed RNA polymerases I, II,and III subunit	*Megachile rotundata*	XM_003708039	–1.6
BT_Q_ZJU_Singletons166990	serine/threonine-protein kinase grp-like	*Apis florea*	XM_003692122	1.2
BT_Q_ZJU_Singletons67699	DNA-directed RNA polymerase II 23 kDa	*Pediculus humanus corporis*	XP_002429002.1	–1.5
BT_Q_ZJU_Cluster2450	DNA repair endonuclease XPF	*Harpegnathos saltator*	EFN90056.1	5.9
BT_Q_ZJU_Singletons33690	BRCA1-A complex subunit MERIT40	*Acromyrmex echinatior*	EGI60318.1	–1.7

a The genes with fold change >2 fold (log_2_ ratio >1) and FDR <0.1 are considered to be significant.

b Homologous function: the function of the homologous gene.

c FC: fold change (log_2_ ratio) of gene expression, where ratio = TPM (72 hpi)/TPM (control).

### KEGG Pathway Enrichment Analysis

To investigate which pathway was significantly regulated during fungal infection, we also mapped DEGs to KEGG pathways. Among the 654 DEGs in control vs. 48 hpi and the 1,681 DEGs in control vs. 72 hpi, 63 and 150 genes were mapped to various KEGG pathways (Table S5). Enrichment analysis was subsequently conducted to identify the significantly influenced pathways (*p*<0.05). Between control and 48 hpi, 9 pathways were enriched and most of them were associated with carbohydrate metabolisms and drug metabolism (Table 3). 

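In the 48 hpi sheet of Table S3, 2 genes named as cytochrome P450, 1 as COE and 4 as UDP-glucuronosyltransferase or glucosyl/glucuronosyl transferase were listed, and all had more tags at 48 hpi than in the control. The P450 gene BT_Q_ZJU_Singletons18297 had 0 and 9 tags, at least 2.82-fold higher relative to the median tag (p = 0.00227, Audic–Claverie exact test). The P450 6k1 gene BT_Q_ZJU_Singletons11249 rose from 12 to 40 tags (log2 ratio 1.65, p = 0.000127, exact test) and COE2 BT_Q_ZJU_Singletons31848 from 5 to 25 (2.24, p = 0.000265, exact test). The transferase BT_Q_ZJU_Singletons115366 rose from 7 to 27 tags (1.86). The other transferases rose from 27 to 62 tags (BT_Q_ZJU_Singletons15128), from 53 to 119 (BT_Q_ZJU_Singletons145495) and from 30 to 67 (BT_Q_ZJU_Singletons166670), with log2 ratios of 1.12, 1.08 and 1.07, close above the limit of 1. All 7 genes kept a p-value under the limit in the exact binomial test. Table S3 lists only called genes, so members of these families that did not change are not counted.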

Interestingly, all of the genes in drug metabolism including cytochrome P450, carboxylesterase (COE) and UDP-glucuronosyltransferase were up-regulated at 48 hpi (Table 4), strongly suggesting the activation of this pathway during the early response of whiteflies to the fungal infection. 

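At 72 hpi the same families went in both directions. Both listed P450 genes rose: BT_Q_ZJU_Singletons18297 had 0 and 11 tags, at least 3.41-fold higher (p = 0.000419, Audic–Claverie exact test), and CYP6CX1v1 (BT_Q_ZJU_Singletons25005) 0 and 8, at least 2.48-fold higher. Of 3 COE genes, BT_Q_ZJU_Cluster481 had 0 and 7 tags, and BT_Q_ZJU_Singletons156492 had 3 and 18, a ratio of 5.58 (exact 95% interval 1.63 to 29.6). The esterase FE4-like gene BT_Q_ZJU_Singletons6458 fell from 66 to 30 tags (-1.24 relative to the median tag, p = 0.000354, exact test). Of the 4 transferases of Table 4, BT_Q_ZJU_Singletons115366 rose from 7 to 24 tags (1.67) and BT_Q_ZJU_Singletons19646 fell from 28 to 11 (-1.45). BT_Q_ZJU_Singletons25322 fell from 8 to 0 tags and BT_Q_ZJU_Singletons16804 from 7 to 0, at least 2.87-fold and 2.51-fold lower, and the latter had p = 0.0157 in the exact binomial test. Of the 9 genes of Table 4 at this time, 5 rose and 4 fell, and 5 of them rested on 7 to 11 tags in 1 library and 0 in the other. Table S3 also lists a glycosyltransferase gene outside Table 4 that was lower at 72 hpi, so that by the words searched 5 genes were higher and 5 lower. Of the genes of Table 4, BT_Q_ZJU_Singletons18297 and BT_Q_ZJU_Singletons115366 were listed at both times.

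**Figure D3:**
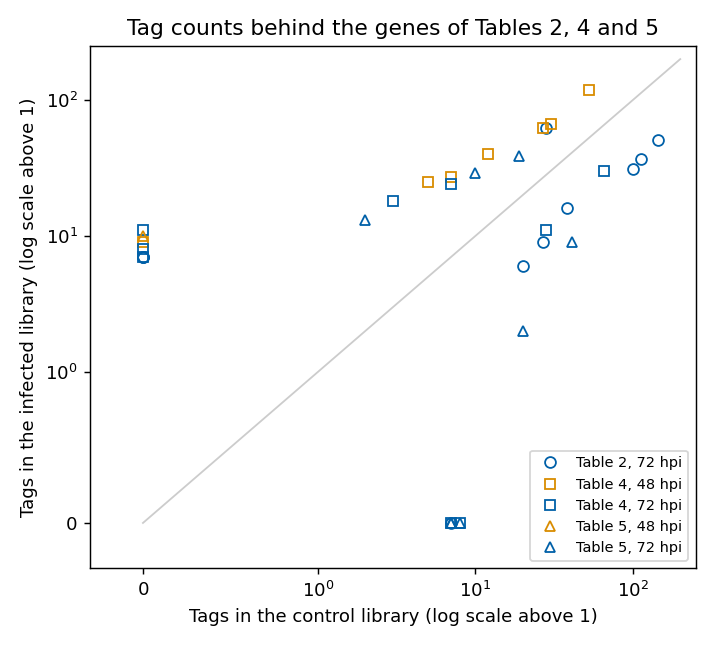
Tags in the control library (x axis) and in the infected library (y axis) for each gene of Tables 2, 4 and 5, on axes that are logarithmic above 1, with the line of equal counts. Genes on either axis at 0 have 7 to 11 tags in the other library.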

Regarding control and 72 hpi, we also observed the activation of several well-characterized enzymes in drug metabolism in 72 h post-infection whiteflies [49] (Table 4). Similar phenomena were observed in *Anopheles gambiae*, *Bombyx mori* and *Eurygaster integriceps* under microbial challenge [50], [51], [52]. We propose that the cytochrome P450, COEs and UDP-glucuronosyltransferases were essential components of whiteflies in the detoxification of toxin, such as cyclic peptide toxins, secreted by fungi [53], [54]. In addition, at 72 hpi, DEGs were significantly enriched in the Cell cycle, RNA transport, and metabolism pathways as well, which were absent in the 48 hpi (Table 3). These results indicated that the whitefly might activate additional defense strategies against the fungal infection at 72 hpi and this phenomenon was consistent with the infection process of *B. bassiana*.

**Table 3:** Statistically enriched KEGG pathway.

Pathway ID	Description		Total genes^a^		DEGs^b^		p-value		
**48 hpi**									
ko00500	Starch and sucrose metabolism		398		10		9.90E-05		
ko00040	Pentose and glucuronate interconversions		189		6		0.00083		
ko00140	Steroid hormone biosynthesis		227		6		0.00211		
ko00980	Metabolism of xenobiotics by cytochrome P450		235		6		0.00251		
ko00982	Drug metabolism - cytochrome P450		235		6		0.00251		
ko00983	Drug metabolism - other enzymes		321		7		0.00268		
ko00830	Retinol metabolism		244		6		0.00303		
ko04120	Ubiquitin mediated proteolysis		377		7		0.00645		
ko01100	Metabolic pathways		2921		25		0.02184		
**72 hpi**									
ko03013		RNA transport		381		15		0.00029	
ko00860		Porphyrin and chlorophyll metabolism		159		8		0.00176	
ko04110		Cell cycle		290		11		0.00254	
ko04111		Cell cycle - yeast		232		9		0.00534	
ko00500		Starch and sucrose metabolism		398		12		0.01001	
ko03015		mRNA surveillance pathway		201		7		0.02297	
ko00983		Drug metabolism - other enzymes		321		9		0.03667	
ko00140		Steroid hormone biosynthesis		227		7		0.04055	

a The number of genes mapped to each KEGG pathway in the whole transcriptome.

b The number of differentially expressed genes mapped to each KEGG pathway.

**Table 4:** Table **4.** Genes involved in drug metabolism.

Gene ID	Homologous function	Species	Accession no.	FC
**48 hpi**				
BT_Q_ZJU_Singletons18297	cytochrome P450	*Anopheles funestus*	ACG68818.1	6.21
BT_Q_ZJU_Singletons31848	COE2	*Bemisia tabaci*	ABV45411.1	2.28
BT_Q_ZJU_Singletons115366	UDP-glucuronosyltransferase 1–8 precursor, putative	*Pediculus corporis*	XP_002427365.1	1.91
BT_Q_ZJU_Singletons15128	UDP-glucuronosyltransferase 2C1-like	*Acyrthosiphon pisum*	XP_001943715.1	1.16
BT_Q_ZJU_Singletons145495	glucosyl/glucuronosyl transferases	*Aedes aegypti*	XP_001660381.1	1.12
BT_Q_ZJU_Singletons166670	similar to glucosyl/glucuronosyl transferases	*Tribolium castaneum*	XP_967606.2	1.12
BT_Q_ZJU_Singletons11249	Cytochrome P450 6k1	*Camponotus floridanus*	EFN71133.1	1.69
**72 hpi**				
BT_Q_ZJU_Singletons18297	cytochrome P450	*Anopheles funestus*	ACG68818.1	6.57
BT_Q_ZJU_Singletons25005	cytochrome P450 CYP6CX1v1	*Bemisia tabaci*	ACT68012.1	6.11
BT_Q_ZJU_Cluster481	COE2	*Bemisia tabaci*	ABV45411.1	5.90
BT_Q_ZJU_Singletons156492	COE2	*Bemisia tabaci*	ABV45411.1	2.64
BT_Q_ZJU_Singletons115366	UDP-glucuronosyltransferase 1–8 precursor, putative	*Pediculus humanus corporis*	XP_002427365.1	1.81
BT_Q_ZJU_Singletons6458	esterase FE4-like isoform 1	*Acyrthosiphon pisum*	XP_001951107.1	-1.10
BT_Q_ZJU_Singletons19646	similar to glucosyl/glucuronosyl transferases	*Tribolium castaneum*	XP_967924.1	-1.31
BT_Q_ZJU_Singletons16804	PREDICTED: similar to glucosyl/glucuronosyl transferases	*Tribolium castaneum*	XP_967606.2	-5.88
BT_Q_ZJU_Singletons25322	UDP-glucuronosyltransferase 2B16-like	*Oryctolagus cuniculus*	XP_002717180.1	-6.07

### Down-regulation of Metabolism and Ion Transportation in Late Infection Stage

In the bio-assay, the 72 hpi was featured by significant decrease of live whiteflies. Since we only collected live whitefly in our experiment, the 72 hpi data might present a picture of host in the late infection stage. 

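The 7 metabolic pathways of Table S6 hold 46 entries at 72 hpi, of which 32 (69.6%) were lower than in the control and 14 higher. A gene can enter several pathways, up to 4, and the entries belong to 23 genes. Counted once each, 14 genes were lower and 9 higher, or 60.9% lower (exact 95% binomial interval 38.5 to 80.3%). Among all genes listed in Table S3 at 72 hpi, 42.6% were lower. Both shares rest on library totals. With DESeq2 size factors, 160 of the 965 higher genes of Table S3 fell under a log2 ratio of 1, while all 716 lower genes stayed past it. Of the 23 metabolic genes, 22 stayed past it. Table S3 does not list genes that only this scaling would call, so a share on that scale is not known. In starch and sucrose metabolism 9 of 12 genes were lower, in galactose metabolism 3 of 4, in porphyrin and chlorophyll metabolism 6 of 8 and in steroid hormone biosynthesis 4 of 7. A heme oxygenase gene (BT_Q_ZJU_Singletons43145) fell from 163 to 69 tags (-1.35, p = 1.4e-09 in the Audic–Claverie exact test). The trehalase-like gene BT_Q_ZJU_Singletons162278 fell from 24 to 4 tags (-2.67), whereas the trehalase-like gene BT_Q_ZJU_Singletons17977 rose from 114 to 238 (0.96, p = 5.0e-12 in the same exact test). The counts of 21 of the 23 genes gave a p-value under the limit in the exact binomial test.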

In the 72 hpi treatment, nearly 70% of the genes involved in metabolism were down-regulated, including starch and sucrose metabolism, galactose metabolism, porphyrin and chlorophyll metabolism and steroid hormone biosynthesis (Fig. 3, Table S6). The same treatment also resulted in the down-regulation of 7 out 9 genes with GO term ‘ion transport’ (Table S6). 

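The 9 ion transport genes had 7 to 269 tags over the control and 72 hpi libraries, with a median of 10. The tyrosine transporter gene (BT_Q_ZJU_Singletons162684) fell from 226 to 43 tags, -2.50 relative to the median tag (p = 2.3e-30, Audic–Claverie exact test). Its qRT-PCR log2 ratios in the paper were -0.02 and -1.35, so 1 replicate showed almost no change. The zinc transporter gene (BT_Q_ZJU_Singletons136646) fell from 24 to 3 tags, a ratio of 0.116 (exact 95% interval 0.0224 to 0.383), and was also lower at 48 hpi. The inorganic phosphate cotransporter gene (BT_Q_ZJU_Singletons6522) fell from 16 to 3 and the sodium/potassium/calcium exchanger gene (BT_Q_ZJU_Singletons18323) from 28 to 9. The potassium channel gene (BT_Q_ZJU_Singletons31684) fell from 10 tags to 0, at least 3.58-fold, and calmodulin-A (BT_Q_ZJU_Singletons4970) and Cullin-5 (BT_Q_ZJU_Singletons34627) each from 7 to 0, at least 2.51-fold. These last 2 genes had p = 0.0157 in the two-sided exact binomial test, which gives 0.00714 for a rise from 0 to 7 tags. The monocarboxylate transporter gene (BT_Q_ZJU_Singletons135716) and the cation-transporting ATPase gene (BT_Q_ZJU_Singletons162651) rose from 0 to 9 and 8 tags.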

Ion homeostasis, especially homeostasis of sodium, potassium and calcium is critical for multiple cellular functions [55], [56]. Moreover, three genes encoding ATP-binding cassette (ABC) transporters, which are known to involve in ion balance, immune signaling and resistance to fungal infection [57], [58], were also down-regulation at 72 hpi (Table S3). 

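A search of Table S3 for ABC transporter names returned 4 genes at 72 hpi and none at 48 hpi. BT_Q_ZJU_Singletons166186 fell from 105 to 48 tags (-1.23 relative to the median tag, p = 7.1e-06, Audic–Claverie exact test) and BT_Q_ZJU_Singletons154714 from 37 to 15 (-1.40, p = 0.00296, exact test). The subfamily B gene BT_Q_ZJU_Singletons35940 fell from 7 tags to 0, at least 2.51-fold lower, with p = 0.00864 in the Audic–Claverie exact test and 0.0157 in the exact binomial test. The exact binomial test gives 0.00714 for a rise from 0 to 7 tags. The subfamily D gene BT_Q_ZJU_Singletons29529 went the other way, from 0 to 8 tags, at least 2.48-fold higher (p = 0.00348, Audic–Claverie exact test).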

The down-regulated ion transporter and ABC transporter genes in the infected whiteflies could disorder the host immune response, as was evident with the disturbance of homostatsis by fungal virulent factors [59].

**Figure 3:**
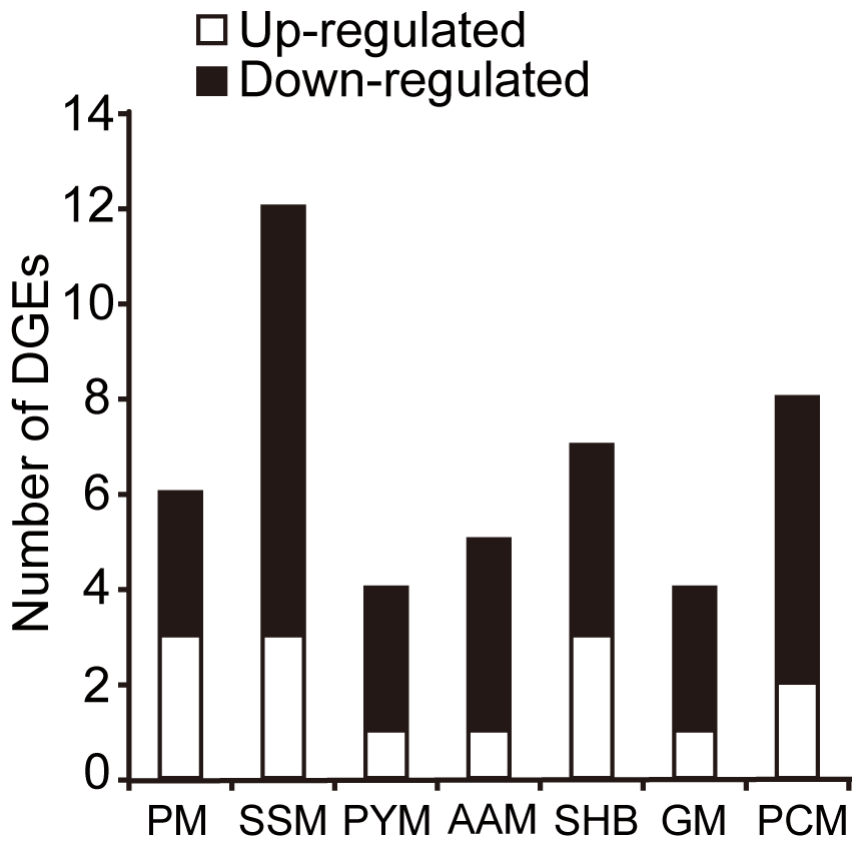
Expression of metabolism-related genes between whiteflies of 72 hpi and control. The numbers of up- and down- regulated genes are shown in white and black, respectively. The listed metabolism pathways are: purine metabolism (PM), starch and sucrose metabolism (SSM), pyrimidine metabolism (PYM), ascorbate and aldarate metabolism (AAM), steroid hormone biosynthesis (SHB), galactose metabolism (GM), porphyrin and chlorophyll metabolism (PCM).

### Genes Involved in Immunity Signal Transduction Pathways

Because the transcriptome data we used only accounts for a part of the whole genome and lacks functional annotation, majority of the DEGs could not be annotated. Therefore, the GO and KEGG pathway analysis might not be able to present the whole picture of host defenses. To further explore the interactions between *B. tabaci* and *B. bassiana*, we also analyzed DEGs involved in immune signal transduction pathways. MAPK pathways are conserved in insect immune defenses and the defects of critical components of these pathways lead to host sensitivity to pathogen infection [32], [60]. 

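In the MAPK section of Table 5, the nucleoprotein TPR gene (BT_Q_ZJU_Cluster2677) had 2 tags in the control and 13 at 72 hpi, a ratio of 6.05 (exact 95% interval 1.37 to 55.2) with p = 0.00357 in the Audic–Claverie exact test. The calcium-binding protein p22 gene (BT_Q_ZJU_Singletons162105) rose from 10 to 29 tags, a log2 ratio of 1.44 relative to the median tag (p = 0.0017, exact test). The protein tyrosine phosphatase non-receptor type 11 gene (BT_Q_ZJU_Singletons31677) rose from 19 to 39 tags, and its log2 ratio of 0.93 on that scale lay under the limit of 1 (p = 0.00647, exact test). None of these genes was listed at 48 hpi.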

In this study, three genes in the MAPK pathways were up-regulated (Table 5) at the time point of 72 hpi. In addition, a well characterized adaptor of Toll-like receptor - MyD88, which plays important roles in anti-fungal and anti-bacterial immune responses from human to insects [61], [62], was also up-regulated significantly in the 72 hpi treatment. These findings indicated that MAPK immune signal transduction pathway could be activated in the whitefly response to the fungal infection. 

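MyD88 (BT_Q_ZJU_Singletons20021) had 0 tags in the control and 10 at 48 hpi, at least 3.14-fold higher (p = 0.00115 in the Audic–Claverie exact test and 0.00197 in the exact binomial test). It was listed in Table S3 and Table 5 at 48 hpi and not in the 72 hpi sheet of Table S3. The log2 ratio that Table S1 gives for 72 hpi corresponds to 4 tags, with p = 0.0586 in the Audic–Claverie exact test and 0.0594 in the exact binomial test. At this depth, the rise at 72 hpi was not detectable in the tags with the limits of the methods. In the paper's qRT-PCR on other whiteflies, the log2 ratios of MyD88 were 0.39 and 0.64, higher in both replicates. A difference between 10 tags at 48 hpi and 4 at 72 hpi was not tested.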

The gene expression profile also showed that the two JAK-STAT pathway regulated genes, protein tyrosine phosphatase (PTP) and peroxidasin, were differentially expressed at the time of 72 hpi (Table 5), an indication for the involvement of the JAK-STAT pathway in the host anti-fungal defense [63]. In addition, several genes related to complement and coagulation cascades and melanization were suppressed at 72 hpi (Table 5). 

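PTP is the gene with 19 and 39 tags described for the MAPK pathways, since Table 5 lists it in both sections. The peroxidasin-like gene (BT_Q_ZJU_Singletons17253) fell from 41 tags in the control to 9 at 72 hpi, a log2 ratio of -2.29 relative to the median tag (p = 5.2e-06, Audic–Claverie exact test). It was also listed in Table S3 at 48 hpi, where the paper's log2 ratio is -2.82. Both ratios rest on the same control library, so a chance high value there would lower both.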

Interestingly, these genes were not differentially expressed at 48 hpi. 

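The genes concerned had few tags. Elegaxobin-2 (BT_Q_ZJU_Singletons10195) and calmodulin-A (BT_Q_ZJU_Singletons4970) each had 7 tags in the control and none at 72 hpi, and frizzled-2 (BT_Q_ZJU_Singletons31416) had 8 and none, at least 2.87-fold lower (p = 0.00438, Audic–Claverie exact test). The transcription factor E2F2-like gene (BT_Q_ZJU_Singletons166338), which Table 5 places under melanoma, fell from 20 to 2 tags, a ratio of 0.093 (exact 95% interval 0.0105 to 0.383) with p = 8.4e-05 in the same exact test. Table S3 gives no counts at 48 hpi for genes that were not called there. With 7 tags in the control, any count from 1 to 21 tags at 48 hpi would have missed the p-value limit of 0.01, and with 8 tags any count from 1 to 22. A fall from 7 tags to 0 at 48 hpi (p = 0.00692, Audic–Claverie exact test) would also be unlisted, since the largest p-value printed for 48 hpi is 0.00382. Whether the 48 hpi and 72 hpi values of these genes differ from each other was therefore not testable from the table.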

Whether the fungal infection inhibits whitefly coagulation and melanization pathways warrants further investigation.

**Table 5:** Table **5.** Genes involved in the immune and defense related pathways.

Gene ID	Homologous function	Species	Accession no.	FC
**48 hpi**				
*** MAPK***				
BT_Q_ZJU_Singletons20021	Myeloid differentiation primary response protein MyD88	*Camponotus floridanus*	EFN62977.1	6.4
**72 hpi**				
*** MAPK***				
BT_Q_ZJU_Cluster2677	Nucleoprotein TPR	*Harpegnathos saltator*	EFN88236.1	2.7
BT_Q_ZJU_Singletons162105	putative calcium-binding protein p22	*Maconellicoccus hirsutus*	ABM55600.1	1.6
BT_Q_ZJU_Singletons31677	similar to protein tyrosine phosphatase, non-receptor type 11	*Tribolium castaneum*	XP_971440.2	1.1
***JAK STAT***				
BT_Q_ZJU_Singletons17253	peroxidasin-like	*Acyrthosiphon pisum*	XP_001948948.1	-2.1
BT_Q_ZJU_Singletons31677	protein tyrosine phosphatase, non-receptor type 11	*Tribolium castaneum*	XP_971440.2	1.1
*** Complement and coagulation cascades***				
BT_Q_ZJU_Singletons10195	elegaxobin-2	*Culex quinquefasciatus*	XP_001868417.1	-5.8
*** Melanoma***				
BT_Q_ZJU_Singletons166338	transcription factor E2F2-like isoform	*Acyrthosiphon pisum*	XP_001945228.1	-3.3
*** Melanogenesis***				
BT_Q_ZJU_Singletons31416	frizzled-2	*Culex quinquefasciatus*	XP_001868222.1	-6.1
BT_Q_ZJU_Singletons4970	calmodulin-A, putative	*Pediculus humanus corporis*	XP_002430223.1	-5.8

### Fungal Virulent Factors Involved in Whitefly-pathogen Interactions

To reveal the profiles of *B. bassiana* gene expression during infection, the DGE data were mapped to the sequenced genome of *B. bassiana* [35]. 

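The copy of Table S7 read here holds 107 genes, and its printed FDR and p-values imply 166 genes tested, so the sums are lower limits. All 117 of its TPM values above 0.01 came within 0.1 tag of a whole number. These genes together had 73 tags at 48 hpi, or 0.000597% of the library (exact 95% binomial interval 0.000468 to 0.00075%), and 303 tags at 72 hpi, or 0.00262% (0.00233 to 0.00293%). For these 107 genes the share at 72 hpi was 4.39 times that at 48 hpi (exact 95% interval 3.39 to 5.75, counting error only), a ratio that the genes not seen could move. No gene had more than 7 tags at 48 hpi or 20 tags at 72 hpi.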

Because the majority of the sample for RNA extraction was the whitefly, only a small portion of the DGE tags (less than 0.01%) from the 48 and 72 hpi libraries were perfectly mapped to *B. bassiana* genes (Table S7). This strongly indicated that those *B. bassiana* genes were expressed during the infection. Comparing the expression levels of those genes between 48 and 72 hpi revealed that a number of fungal genes were up-regulated at the time of 72 hpi (Fig. 4), highlighting their vital roles in the process of the fungal infection. 

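Of the 107 genes of Table S7 read here, 88 had a higher TPM at 72 hpi and 19 a lower one. Only 10 genes had tags at both times, while 82 had none at 48 hpi and 15 none at 72 hpi. Among the 82, 47 rested on 2 tags at 72 hpi, the fewest that the authors' filter passes, which gives p = 0.23 in the Audic–Claverie exact test. At least 7 tags at 72 hpi are needed to reach the p-value limit of 0.01 from 0 at 48 hpi. The limit was passed by 6 genes, in the Audic–Claverie and in the exact binomial test alike, and 3 of these also passed the FDR limit of 0.10 with the paper's FDR. These were BBA_06050 with 0 and 20 tags (at least 6.59-fold higher, p = 5.3e-07, exact test), BBA_03667 with 0 and 17 (at least 5.6-fold, p = 4.6e-06, exact test) and phosphoenolpyruvate carboxykinase (BBA_02833) with 0 and 11 (at least 3.62-fold, p = 0.000348, exact test). In 77 genes neither library had more than 3 tags, so no fold is given for them. The tags of these genes together also rose, and these counts do not separate the change of a single gene from a larger amount of fungus per whitefly.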

To confirm the sequencing data, the expression level of 7 selected *B. bassiana* genes at 48 hpi and 72 hpi were quantified using qRT-PCR. The experiment further confirmed that the candidate genes were significantly up-regulated at the time point of 72 hpi than 48 hpi (Fig. 4).

**Figure 4:**
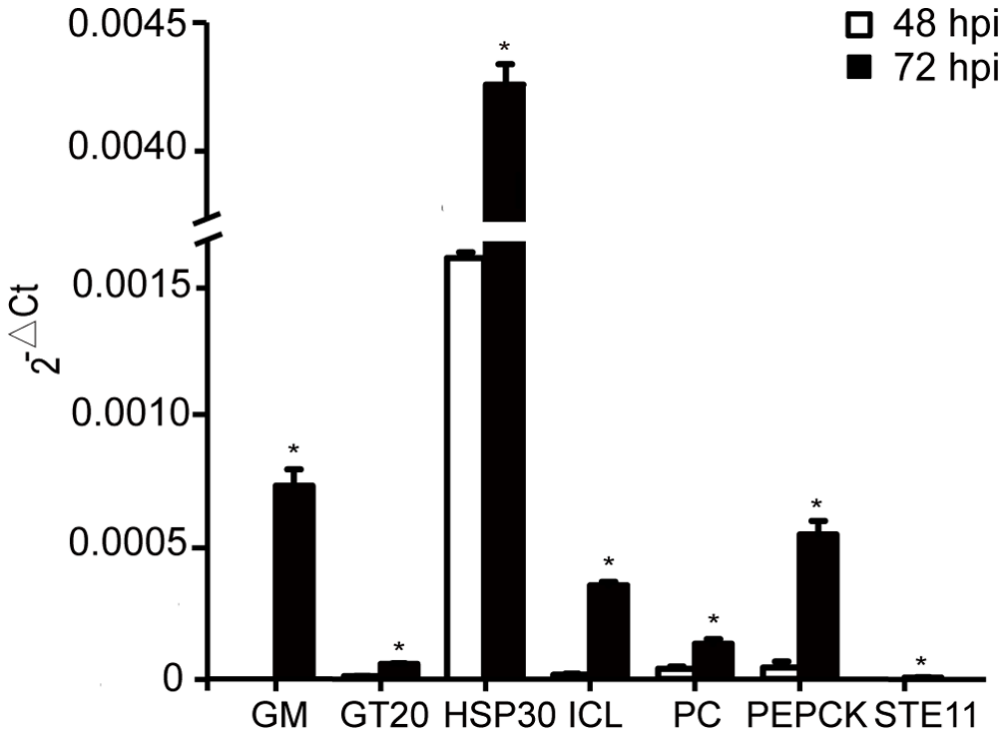
The expression levels (2^–Δ^ ^*Ctt*^ means) of selected fungal genes in whitefly adults infected by *B. bassiana* at the time points of 48 hpi (white) and 72 hpi (black). The assessed genes were galactomannoprotein (GM) (ID: BBA_05808), glycosyltransferase family 20 (GT20) (ID: BBA_08495), heat shock protein 30 (HSP30) (ID: BBA_02057), isocitrate lyase (ICL) (ID: BBA_01125), pyruvate carboxylase (PC) (ID: BBA_04309), phosphoenolpyruvate carboxykinase (PEPCK) (ID: BBA_02833) and MAPKKK Ste11 (STE11) (ID: BBA_02280), respectively. Error bars: SE of the mean.

### Modulation of Cell Wall Synthesis and Regulation Related Genes

Functional analysis revealed that several differentially expressed *B. bassiana* genes were in association with cell wall synthesis and regulation. Of those, galactomannoprotein (BBA_05808) and glycosyltransferase (BBA_08495) genes were highly up-regulated at the time point of 72 hpi, as validated by qRT-PCR (Fig. 4). 

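In the DGE libraries, the galactomannoprotein gene (BBA_05808) had 0 tags at 48 hpi and 4 at 72 hpi (p = 0.0543 in the Audic–Claverie exact test, and the paper's FDR is 0.392). The glycosyltransferase gene (BBA_08495) had 0 tags and 2, both under the limit of 3 that a count of 0 allows (p = 0.236 in the exact binomial test, and the paper's FDR is 0.569). Neither difference was detectable at this depth. The qRT-PCR behind Fig. 4 was not analysed here.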

Polysaccharides and glycoproteins, such as cell wall galactomannoprotein, form antigenic surface layers that are important for regulating host response to fungal infection [64]. Furthermore, since glycosyltransferases are required for the synthesis of cell wall components, the highly up-regulated glycotranferase genes indicated their involvements in the fungal cell wall synthesis. This is in agreement with the recognized roles of these genes in the infection and virulence of other pathogens [65]. In addition, the MAPKKK-coding gene *ste11* (BBA_02280) possibly involved in regulating cell wall synthesis [66] was also up-regulated significantly at the time point of 72 hpi according to qRT-PCR analysis. Since *ste11* is known to regulate the downstream conserved MAPK pathway, the cell wall construction and growth in the yeast *Candida albicans* [66], it could also be involved in the construction and regulation of *B. bassiana* cell wall synthesis.

### Fungal Metabolism

As the host inner environment is rather complex, *B. bassiana* may adjust its metabolism to adapt to the host environment for successful infection. Interestingly, qRT-PCR analysis demonstrated that, as critical carbon metabolism enzymes, phosphoenolpyruvate carboxykinase (BBA_02833), isocitrate lyase (BBA_01125) and pyruvate carboxylase (BBA_04309) were expressed at the up-regulated levels of 12.1, 22.4 and 3.41 folds at 72 hpi compared to 48 hpi, respectively. These enzymes have been recognized as vital components of several biochemical reactions in other fungi and bacteria and deletion of these genes will cause significant defects of fungal virulence [67], [68], [69], [70]. As an acid-induced virulent factor [68], phosphoenolpyruvate carboxykinase together with pyruvate carboxylase is likely involved in the glucose metabolic process [70]. Isocitrate lyase is responsible for the glyoxylate cycle which may allow *B. bassiana* to utilize a variety of carbon sources during the insect pathogenesis [67], [68], [69], [71], [72]. The 22.4 fold up-regulation of isocitrate lyase probably indicated its very important role in the infection process. The elevated expression of the main enzymes associated with carbon metabolism indicated a high usage of energy and substances in the process of insect infection and also correlated to the up-regulation of HSP30 (BBA_02057) that may help *B. bassiana* to maintain fungal homeostasis and adapt to dynamic and challenging micro-environment in response to unconventional energy demand [73].

### Putative Secretion Proteins

Interestingly, four of the differentially expressed fungal genes, BBA_10203, BBA_08183, BBA_07631 and BBA_07009, were found encoding potential secreted proteins (Table S7). 

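Of these genes, 3 were in the copy of Table S7 read here, and BBA_08183 was not analysed here. BBA_10203 had 0 tags at 48 hpi and 4 at 72 hpi, BBA_07631 had 0 and 3, and BBA_07009 had 0 and 2. The p-values were 0.0543, 0.112 and 0.23 in the Audic–Claverie exact test, and the FDR values printed by the paper are 0.291, 0.363 and 0.438. A difference between the 2 times was not detectable for any of the 3 at this depth. The paper also followed the secreted protein genes over the infection by qRT-PCR, which was not analysed here.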

Since the secreted proteins are probably crucial effectors involved in the fungal evasion and virulence [74], [75], the expression levels of those genes were determined at different infection stages. The data showed that the expression levels of all four genes were up-regulated remarkably, which was consistent with the DGE data (Fig. 5, Table S7). One of the genes, according to the blast result, BBA_08183 encodes a laccase which has been shown to be an important virulence factor of many pathogenic fungi [76]. In entomopathogenic fungus *Metarhizium anisopliae*, a laccase gene, Mlac1, was found to govern virulence and disrupting of Mlac1 resulted in impaired appressoria and delayed post-infection events [77]. The exact function of laccase in *B. bassiana* warrants further investigation.

**Figure 5:**
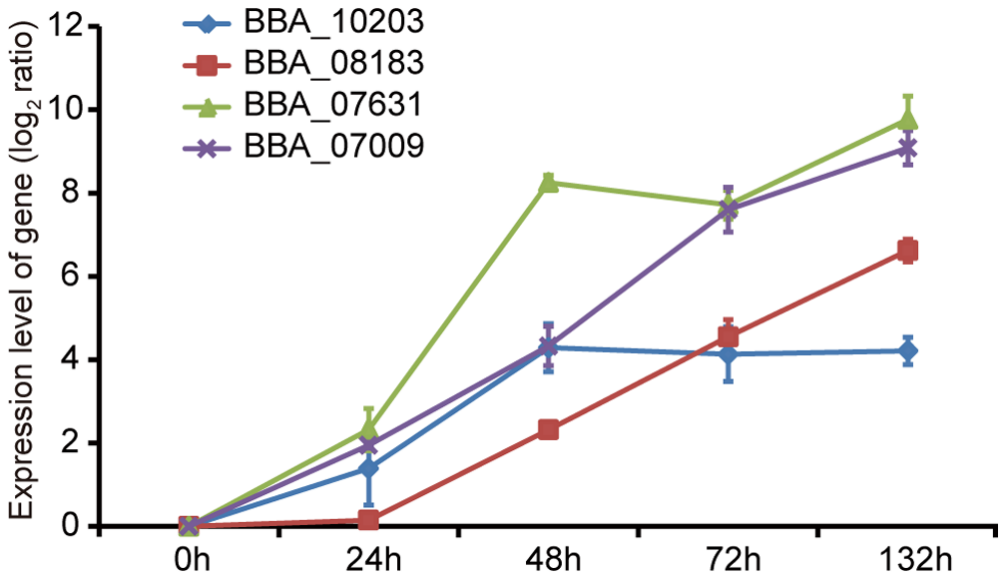
The relative expression level of four fungal genes encoding secretion proteins. The expression level of genes at the 24 hpi, 48 hpi, 72 hpi, 132 hpi were compared with that of 0 hpi and subjected to logarithm operation (log_2_ratio). The four genes BBA _10203, BBA_08183, BBA _07631, BBA _07009 were shown in blue, red, green and purple, respectively. Error bars: SE of the mean.

## Discussion

*B. bassiana* is a promising fungal pathogen for *B. tabaci* control. The transcriptional analysis of *B. bassiana*-infected whiteflies helps to understand the interactions between *B. bassiana* and *B. tabaci*. Our study uncovers many pathways involved in whitefly defense responses to *B. bassiana* infection and at the same time, many interesting issues arise and need to be addressed. For example, it will be interesting to examine the exact roles of MAPKs in whitefly’s immune signaling. Our latest data showed the expression and phosphorylation of two MAPKs, JNK and p38, were activated in the *B. bassiana*-infected whiteflies (unpublished data). Further analyses are required to elucidate the function of MAPKs during fungal infection.

Even though a number of immune or defense pathways were identified in infected whiteflies, only a small proportion of the whitefly anti-fungal responses were revealed in our study. This is perhaps due to the following reasons. First, only the 48 hpi and 72 hpi whitefly samples were analyzed. Whiteflies probably utilize different immune and defense strategies in the earlier infection process. Second, the whitefly genome is not available yet and the transcriptome data used for annotation only accounts for a part of the whole genome, especially for the low expressed signal molecules. For example, many genes encoding immune response proteins, signal transduction molecules and antimicrobial peptides were absent in our reference database. For this reason, a large number of differentially expressed tags and genes could not be annotated and were missed in functional analysis. Third, *B. tabaci* might lack some of the immune genes found in *Drosophila* and use a different strategy to defend fungal infection, as revealed in pea aphid [78].

Moreover, in 72 h post-infected whiteflies, we observed an overall down-regulation of the general metabolism as well as ion transporter that may play important roles in the complex interactions between *B. tabaci* and *B. bassiana*. On the one hand, *B. tabaci* may reduce general metabolism and save energy to fight the fungal infection with alternative immune responses or reproductive strategies [79], [80], [81], [82]. On the other hand, this global down-regulation could be regulated by the fungal effectors that suppress the host genetic information processing and metabolism.

While there are reports of whitefly genes involved in insecticide resistance [83]; viral [84] and bacterial infections [85], few reports presented how entomopathogenic fungus regulates its gene expression during the infection of living insects. The few existing papers only examined the fungal response on specific *in vitro* tissues of insects rather than on live insects [24], [86], [87]. Since the fungus alters its gene expression pattern in different environment, previous studies may not reflect the real pattern of fungal gene expression during the infection of live insects. Our results showed that a number of potential virulence genes of *B. bassiana* were differentially expressed between the time points of 48 and 72 hpi. Galactomannanprotein seemed to play an important role in the fungal evasion, as revealed previously [64]. In *B. bassiana*-insect interactions, the absence of galactomannonprotein may allow the fungal cells to escape from the host immune detection and circulate freely in the host hemolymph [64]. In our study, no galactomannanprotein was expressed at the time of 48 hpi but its expression was dramatically induced at 72 hpi. This suggests a possibility that *B. bassiana* utilize this strategy to escape from recognition by the whitefly immune system. The highly up-regulated enzymes associated with carbon metabolism also indicate a large amount of energy consumed for successful fungal infection [67], [68], [69], [71], [72]. Also, special attention needs to be paid to the four putative secretion proteins and their roles in regulating host defense responses. Together with the genome sequence of *B. bassiana*, further investigation warrants a focus on the fungal genes involved in host infection and protein secretion. Our findings provide a valuable resource for future studies on the mechanisms of fungal infection and the genetic modification of fungal candidates for improved efficacy against *B. tabaci*.

In summary, we investigated the complex interactions between the whitefly and its fungal pathogen, *B. bassiana*, using NGS technology. Our data indicates that DNA damage stimulus response, drug metabolisms and MAPK pathways are likely involved in whitefly’s defense responses against *B. bassiana* infection. Furthermore, by analyzing the differentially expressed *B. bassiana* genes in different infection stages, we identified 108 fungal genes, which might be important for *B. bassiana* to infect and modulate whiteflies. To our knowledge, this is the first report about molecular interactions between *B. bassiana* and whitefly. Our results demonstrate complex interactions between *B. bassiana* and the whitefly, in which the insect has developed tactics to encounter the fungal infection, and *B. bassiana* has evolved strategies to ensure its colonization and pathogenicity.

## Supporting Information

Figure S1 **Distribution of distinct tags over different copy abundance in the three libraries (Control, 48 hpi and 72 hpi).** The digits in square brackets denote the copy numbers within a specific range. For example, two to five copies are expressed as [2], [5] in the tag category.
(PDF) Click here for additional data file.

Table S1 **qRT-PCR primers and results.**
(XLS) Click here for additional data file.

Table S2 **Overview of the DGE sequencing results.**
(DOCX) Click here for additional data file.

Table S3 **List of differentially expressed genes.**
(XLS) Click here for additional data file.

Table S4 **Results of Gene Ontology enrichment analysis.**
(XLS) Click here for additional data file.

Table S5 **Results of KEGG pathway enrichment analysis.**
(XLS) Click here for additional data file.

Table S6 **List of ion transport and metabolism related genes at 72 hpi.**
(XLS) Click here for additional data file.

Table S7 **List of detected fungal genes.**
(XLS) Click here for additional data file.

# Supplementary material for: Analysis of Whitefly Transcriptional Responses to Beauveria bassiana Infection Reveals New Insights into Insect-Fungus Interactions
**Source:** PLoS One. 2013 Jul 5;8(7):e68185. doi: 10.1371/journal.pone.0068185
**Supplement:** Table S2 — Overview of the DGE sequencing results.

Supplementary Table 2**.** Overview of the DGE sequencing results

| Category | Parameter | Whitefly library | | |
| --- | --- | --- | --- | --- |
|  |  | Control | 48 hpi | 72 hpi |
| Clean tag | Total no. tags | 11869880 | 12233651 | 11571740 |
|  | No. distinct tags | 211346 | 217260 | 215923 |
| All tags mapping to genes | No. distinct tags | 107209 | 110523 | 109060 |
|  | % distinct tags | 50.73 | 50.87 | 50.51 |
| All tag-mapped genes | No. genes | 43295 | 44324 | 43919 |
|  | % referred genes | 25.63 | 26.24 | 26.00 |
| Unambiguous tag-mapped genes | No. genes | 42985 | 44009 | 43604 |
|  | % referred genes | 25.45 | 26.06 | 25.82 |

How the deposited data were processed for this re-analysis (not part of the article)

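3 DGE tag libraries of MED whitefly adults were used, 1 each for the control, 48 hpi and 72 hpi, with about 1000 living adults per library. All adults were collected at 1 time point and had the same age, since the 48 hpi group was sprayed a day after the 72 hpi group. The counts are copy numbers of distinct tags: the authors removed adaptor sequences, low quality sequences, empty reads and tags with fewer than 2 copies, collapsed identical tags and deposited them without mapping to genes. The TPM values were made by the authors from the same copy numbers by scaling to the total of clean tags in each library, and were deposited rounded. Copy numbers were whole and at least 2, and their sums and numbers of tags equalled the clean and distinct tags of Table S2. No library was left out.

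Each pair of libraries was compared tag by tag with the Audic–Claverie exact test on the copy numbers, with library totals as scaling. The paper gives the limits (0.01 for p, 0.10 for FDR, 1 for the absolute log2 ratio) but does not name its test. The test was chosen before the data were examined, and the p-values printed in Table S3 were then checked against it. FDR was computed by the Benjamini-Hochberg method over all tags with copies in either library. Log2 ratios were taken from TPM with 0.01 in place of 0, as in Table S3. Intervals of shares are exact binomial intervals at 95%, and intervals of ratios are exact conditional intervals on the counts. A fold against a count of 0 was computed against 3 counts in that library. It is given as a lower limit, relative to the median tag, with the count in the other library taken as exact. It takes a recorded 0 as no copies, although the authors' filter also removed single copies, which would raise the limit for a tag to 4.74 counts. Ratios of genes with 1 to 3 tags are given with their interval.

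The counts behind the genes of Tables S3, S6 and S7 were recovered from TPM and the library totals. Genes were taken from Tables 2, 4 and 5, the ion transport and metabolism parts of Table S6, the ABC transporters of Table S3 and the whitefly genes of Table S1, with the paper's values seen before the choice. Those listed in Table S3 are 74 combinations of gene and time, from 72 genes. Gene families were counted by words in the annotation of Table S3. The copy of Table S7 read here holds 107 genes, while the paper's text gives 108. Its printed FDR values imply 166 genes tested, so part of the tested genes was not seen. Table S4 was held only in part, and the GO and KEGG enrichment was not analysed here. Named tags were the 2 with the largest change in each direction and comparison, among called tags with at least 10 copies in every library and at least 100 in 1 of those compared.

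The alternatives written before the data were examined were the two-sided exact binomial test, swapped libraries, TMM factors, DESeq2 size factors, tags with at least 10 copies over both libraries, tags seen in both libraries, a stricter FDR of 0.001, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. They also included all libraries thinned to the smallest total (seed 5), and near tags added to their abundant neighbour, where a near tag lies 1 base from a tag at least 100 times as abundant. Other alternatives were chosen after seeing the data: the median of each GC class of tags used as a factor, the most abundant tag left out of the totals, a minimum of 50 copies for tags absent from the control, and the exact binomial test on all genes of Table S3. TMM factors were 0.955, 0.984 and 1.06 and DESeq2 size factors 0.962, 1.02 and 1.03 for the control, 48 hpi and 72 hpi. Near tags made up 21315 of the distinct tags (7.00%), and merging moved 0.598%, 0.573% and 0.521% of the copies. Unchanged libraries were simulated from pooled shares with a coefficient of variation of 0, 0.2 or 0.4 between libraries, in 20 draws each (seed 7). Calls shared by chance were also counted in draws with counting error only, in which no tag changed or tags changed at 1 time alone. There the largest p-values called in the real libraries served as limits, since an FDR limit calls nothing where all tags are unchanged.

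The comparison was tested on simulated libraries in which 200 tags with a mean of at least 50 copies were changed 4-fold (seed 11): the Audic–Claverie test recovered 98.5% of them at the depth of 48 hpi and 99.5% at that of 72 hpi, and called 6 and 14 unchanged tags. Matching tags to genes needs the sequences of the whitefly transcriptome, which were not at hand, so alternatives that rest on matched genes were not run. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.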

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

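The tests of reads from another organism, of depth and of counting error were chosen after the result was seen, as was the minimum of 50 copies. The other tests in this part were set before.

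The paper reports genes absent from the control, of the whitefly and of the fungus, but no single tags. At 72 hpi, 11 tags had at least 50 copies and none in the control, well above the limit of 3 that a count of 0 allows. At 48 hpi there was 1 such tag, and no tag with at least 50 copies in the control was missing at 72 hpi or at 48 hpi. The 11 tags had 68 to 509 copies (median 85) and together 1421, or 0.0123% of the library. Errors of 1 base in reading tags at least 100 times as abundant are excluded as a source, since 0 of the 11 lie 1 base from such a tag. Errors of other kinds were not tested. Depth is excluded as well, since the control, where they are missing, has 1.03 times the total of the 72 hpi library. Reads from another organism cannot be told apart from whitefly genes induced late, because the tags could not be matched to a sequence. Of the 11, 0 were seen at 48 hpi, which either explanation allows. The fungus may be the source, but in the copy of Table S7 no gene has more than 20 tags at 72 hpi, so these tags are not counted on its genes. In Table S3 no gene at 0 in the control has more than 40 tags, and whether they are counted on a gene with other tags in the control was not tested. Among the 11, 4 share their first 20 bases with one another, so they are not all independent.

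Called tags moved in opposite directions at 48 hpi and 72 hpi in 6 cases, 4 higher and then lower and 2 lower and then higher. All 6 also passed the limits between 48 hpi and 72 hpi, but a difference of that size was fixed by the choice of opposite changes from the same control, so it was not tested independently. Counting error is excluded as the cause of all 6 together but not of each. With tags changed at 1 time alone and counting error only, simulated libraries gave a mean of 0.85 opposite calls and at most 3 at the largest p-values called in the real libraries. The shift caused by a few abundant tags is excluded for 4 of the 6, which kept opposite calls with DESeq2 size factors. Counted anew under each setting, opposite calls numbered 7 with DESeq2 size factors, 7 with TMM factors, 5 with near tags merged and 3 with an FDR of 0.001. All 6 stayed with the exact binomial test, but 0 did with an assumed biological coefficient of variation of 0.2. A response that changes direction between 48 and 72 h may explain them, but variation between libraries was not excluded.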

How the results depend on the processing

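GC classes centred, the most abundant tag left out, the minimum of 50 copies and the exact binomial test on all genes of Table S3 were tests chosen after the result was seen. All other alternatives were set before the data were examined.

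Over 16 results on the whole libraries or lists, 95 alternative values were computed, swapped libraries aside. Of these, 55 stayed within 1.5 times the count or within the interval, 29 moved and 11 reversed. The number of tags called fell most with an assumed biological coefficient of variation. At 0.2 it was 32 for control against 48 hpi, 275 for control against 72 hpi and 105 for 48 hpi against 72 hpi, and at 0.4 it was 1, 11 and 13. The main counts were 2820, 7496 and 4381. With an FDR of 0.001 the counts were 677, 2163 and 1174. The other 9 alternatives gave 2496 to 3637, 6670 to 7493 and 3942 to 5132. The ratio of calls at 72 hpi to 48 hpi, 2.66 in the main comparison, became 8.59 and 11 with coefficients of 0.2 and 0.4 and lay between 2.06 and 3.19 in the other 10 alternatives, so it stayed above 1 in all.

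The share of called tags that were higher after infection depended on the setting. At 48 hpi it was 56.0% and reversed to 46.6% with TMM factors, 46.4% with DESeq2 size factors, 47.4% with the FDR of 0.001, 46.3% with GC classes centred and 49.8% with the most abundant tag left out. It moved to 51.9% with the exact binomial test and to 71.9% and 100% with assumed coefficients of 0.2 and 0.4. At 72 hpi it was 52.7% and reversed to 31.4%, 34.2%, 45.2%, 29.5% and 29.7% under those same 5 settings, and to 24.7% with a coefficient of 0.2. It moved to 55.5% with the exact binomial test, 54.0% with at least 10 copies, 54.2% for tags seen in both libraries and 100% with a coefficient of 0.4. No direction of the overall split can be given for either time.

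The 1061 tags called at both times became 313 with the FDR of 0.001 and 11 with a coefficient of 0.2. Shares of tags above 100 copies moved to 5.70%, 5.91% and 6.00% with near tags merged. Tags absent from the control numbered 56413 at 48 hpi and 56654 at 72 hpi; with a minimum of 5 copies these were 4952 and 5278, with 10 copies 246 and 338, and with 50 copies 1 and 11.

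Of 139 alternative values for the 12 named tags and comparisons, 127 kept the call and direction and 12 lost the call, all with a coefficient of 0.4. For 5 of the 12, near tags merged gave no value, since these tags are themselves added to an abundant neighbour. Among the 74 combinations of named gene and time, 67 kept a p-value under 0.01 with the exact binomial test and 7 lost it. Of these 7 genes, 6 have 7 tags in the control and 0 at 72 hpi, and the other has 12 and 2. The exact binomial test gives p = 0.0157 for a fall from 7 tags to 0 but 0.00714 for a rise from 0 to 7. The loss therefore does not set such falls apart from such rises. Of the genes of Table S3, 654 of 654 at 48 hpi and 1579 of 1681 at 72 hpi stayed under the limit, and of Table S7 the number stayed at 6.

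Swapping the libraries gives identical p-values by construction, says nothing about stability and is left out of these counts. The alternatives that need matched genes (exact matches, the 3′ site, families in an annotation) were not run, for lack of transcript sequences. No paired analysis was possible because each condition has 1 library of pooled whiteflies. There are no replicates to leave out. Taken as no copies, a recorded 0 could hold up to 0.253 TPM in the control, 0.245 at 48 hpi or 0.259 at 72 hpi, so changes of tags near these limits, such as the 246 with at least 10 copies, are not measured as folds.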

Differences from the paper's values

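Tests in this part follow the methods set before, and none was chosen after the result was seen. No value stated by the paper and also computed here differed by more than 1.5 times, or in sign. Only the total tags, the distinct tags and the shares above 100 copies among these came from the deposited tags. The gene values were counted from the paper's own Tables S3 and S6, so their match was largely fixed in advance and is no independent reproduction.

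The paper states that MyD88 was significantly higher at 72 hpi. The counts behind its tables were 0 tags in the control and 4 at 72 hpi, with p = 0.0586 in the Audic–Claverie exact test and 0.0594 in the exact binomial test, and the gene is not in the 72 hpi list of Table S3. At 48 hpi it had 10 tags and passed the limits. No setting that was run calls it at 72 hpi. Its qRT-PCR log2 ratios in the paper were 0.39 and 0.64, higher in both replicates.

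The paper gives a number of whitefly genes whose qRT-PCR went with the tags in both replicates. By the values of Table S1, the signs matched for 10 of 12 genes in the first replicate and 10 in the second, which equals the paper's number if each replicate is counted by itself. Counted over the same genes, 9 matched in both replicates, which is also the number that the table marks, and 11 in at least 1. All 8 genes with more tags matched in both replicates and 1 of 4 with fewer tags did, at qRT-PCR log2 ratios of -0.02 and -1.35.

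The paper states that the galactomannoprotein and glycosyltransferase genes were strongly higher at 72 hpi and calls a set of genes for secreted proteins differentially expressed. Over the whole of Table S7 as read here, 88 of the 107 genes were higher at 72 hpi, and so were these. Under the limits given in the methods, 6 of the 107 passed for p and 3 of these also for FDR, with the paper's own FDR values. The glycosyltransferase gene with 2 tags, the galactomannoprotein gene with 4, and the secreted proteins BBA_10203, BBA_07631 and BBA_07009 did not pass, with either exact test. The paper also reports rises of the cell wall genes and of the secreted protein genes by qRT-PCR. That evidence was not analysed here, so the tags alone do not decide these statements.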

Other observations

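Some tests in this part were chosen after the result was seen, among them GC classes centred for the ratio of calls. Also chosen then were those of a 72 hpi library lying apart, and of scaling, GC content and library preparation for the most abundant tag. So were those of counting error in the shared control, of growth in higher and lower tags separately, and of near tags. The other tests were set before.

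More tags differed from the control at 72 hpi than at 48 hpi, by a ratio of 2.66. A few abundant tags are excluded as the whole cause, since the ratio was at least 2.59 with TMM factors or DESeq2 size factors. Depth is excluded by the ratio of 2.71 in thinned libraries, GC content by 2.64 with GC classes centred, and errors of 1 base in abundant tags by 2.65 with near tags merged. A 72 hpi library that lies apart for a reason other than infection cannot be told apart from a stronger response, because each condition has 1 library. Between 48 and 72 hpi, 4381 tags differed, which either explanation allows.

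If infection set both infected libraries apart from the control, and equally at both times, most calls that single out a library would single out the control. The control was singled out by 1031 tags, the 48 hpi library by 415 and the 72 hpi library by 1466, more for the control than for 48 hpi and most for 72 hpi. A shared response that grows with time would also single out the 72 hpi library, so it stays open, as does a difference of that library for another reason. The 72 hpi library was also singled out most with TMM factors (1426 tags), DESeq2 size factors (1390) and an assumed coefficient of variation of 0.2 (45). With that coefficient, the control and the 48 hpi library had 11 tags each, and with 0.4 they had 0 and 1. The control was thus ahead of the 48 hpi library only in settings without an assumed variation.

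The share of the most abundant tag fell at 72 hpi. Scaling is excluded as the cause, since its log2 ratio to the control was -1.23 with DESeq2 size factors, as are errors that move its copies to near tags (-1.09 with near tags merged) and GC content (median of its GC class 0.11). A difference in library preparation may be the cause and cannot be told apart from a response of the whiteflies, since 1 library shows the change. The ratio at 48 hpi was -0.10. The tag was not matched to a transcript, so whether it comes from an mRNA or a ribosomal RNA is not known, and neither was tested.

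The log2 ratio of 72 hpi to 48 hpi fell with the GC content of the tag (Spearman correlation -0.131 over 39860 tags). Against the control, the correlation was 0.0646 at 48 hpi and -0.0646 at 72 hpi. GC bias of a library may be the cause. For 72 hpi to 48 hpi, with the tags split by abundance into 3 parts of equal size, the correlation was -0.0702 in the least abundant, -0.12 in the middle and -0.196 in the most abundant part, which leaves genes of different GC content responding as open as a bias.

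Of the tags called at both times, 1055 had the same sign. Counting error in the shared control is excluded as the whole cause. With tags changed at 1 time alone and counting error only, simulated libraries shared a mean of 217.5 calls of the same sign and at most 254, at the largest p-values called in the real libraries. For variation between libraries beyond counting, the values go against an even spread over all tags. With a coefficient of variation of 0.4, simulated unchanged libraries shared a mean of 6254 calls, but they also gave means of 20311 calls at 48 hpi and 20009 at 72 hpi, far more than observed. With 0.2, which lies above the 0.144 and 0.191 that the spread of the libraries allows for tags with at least 50 copies, they shared at most 549 calls of the same sign. Simulated settings do not settle the matter, since variation that differs from tag to tag was not simulated and there are no replicates to measure it.

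Among 852 tags called at both times with the same sign and seen in all libraries, 68.1% had the larger absolute log2 ratio at 72 hpi with DESeq2 size factors. A change that grows with time after infection may explain this for the 626 lower tags, of which 76.4% changed more at 72 hpi. Among the 226 higher tags 45.1% did, which leaves that explanation open for them. The limits at the 2 times were not equal, since the largest p-value called with DESeq2 size factors was 0.00232 at 48 hpi and 0.00452 at 72 hpi in the Audic–Claverie exact test.

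Tags that lie 1 base from a far more abundant tag were frequent among the largest changes. For control against 72 hpi, 13687 tags had at least 10 copies in every library and at least 100 in 1 of those compared. Such near tags made up 0.511% of these, but 7.06% of the 85 that were called with an absolute log2 ratio of at least 2. Of these 6 tags, 4 lie 1 base from the most abundant tag. Errors at a rate that differs between the libraries may be the source and cannot be told apart from variants of a transcript, since the tags have no matched sequence. Of the 4 named tags for 48 hpi to 72 hpi, the one with the largest rise, CATGTTCCTCAGTTGCTCAAA (log2 ratio 2.97 with DESeq2 size factors), has such a neighbour. On the same scale, CATGGTCTGTGCTGGAGTGGC (-3.81), CATGCATTTTGAAATTTAAGG (-3.34, from 110 to 11 copies) and CATGAGACTTTATTACGATTA (2.88, from 14 to 104) do not.

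Among fungal genes that the paper reports by qRT-PCR, HSP30 (BBA_02057), isocitrate lyase (BBA_01125) and pyruvate carboxylase (BBA_04309) had 0 tags at 48 hpi and 2 at 72 hpi. Ste11 (BBA_02280) had 2 and 0, with p = 0.271 in the Audic–Claverie exact test and 0.5 in the exact binomial test. Tag counts this low carry no direction, and no explanation was tested.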
